# Transcriptome sequencing revealed that knocking down *FOXL2* affected cell proliferation, the cell cycle, and DNA replication in chicken pre-ovulatory follicle cells

**DOI:** 10.1371/journal.pone.0234795

**Published:** 2020-07-09

**Authors:** Wei Luo, Lantao Gu, Jinqiu Li, Yanzhang Gong

## Abstract

Forkhead box L2 (*FOXL2*) is a single-exon gene encoding a forkhead transcription factor, which is mainly expressed in the ovary, eyelids and the pituitary gland. *FOXL2* plays an essential role in ovarian development. To reveal the effects of *FOXL2* on the biological process and gene expression of ovarian granulosa cells (GCs), we established stable *FOXL2*-knockdown GCs and then analysed them using transcriptome sequencing. It was observed that knocking down *FOXL2* affected the biological processes of cell proliferation, DNA replication, and apoptosis and affected cell cycle progression. *FOXL2* knockdown promoted cell proliferation and DNA replication, decreased cell apoptosis, and promoted mitosis. In addition, by comparing the transcriptome after *FOXL2* knockdown, we found a series of DEGs (differentially expressed genes) and related pathways. These results indicated that, through mediating these genes and pathways, the FOXL2 might induce the cell proliferation, cycle, and DNA replication, and play a key role during ovarian development and maintenance.

## Introduction

As an animal with daily ovulation, a laying hen usually possesses 5–7 yellow follicles in the ovary concurrently based on a hierarchical sequence of pre-ovulatory follicles awaiting ovulation. One follicle is selected into the hierarchy from a cohort of pre-hierarchal follicles (small yellow follicles, SYF) after ovulation in a process termed follicle selection. Interactive communication among the oocyte, granulosa layer and theca layer is essential for the normal development of growing follicles. Ovarian granulosa cells (GCs) in the newly selected follicle initiates differentiation and becomes sensitive to gonadotrophins from the pituitary Moreover, major differences between GCs from pre-hierarchical (phGC) and pre-ovulatory follicles (poGC) lie in cell proliferation and steroidogenesis, for which the molecular basis remains unclear.

Forkhead box L2 (*FOXL2*) is a single-exon gene encoding a forkhead transcription factor, which is mainly expressed in the ovary, eyelids and the pituitary gland [1]. Many existing studies in humans, mice and other mammals have shown that *FOXL2* plays an essential role in ovarian development [2,3]. It has been established that *FOXL2* mutations are the cause of blepharophimosis, ptosis and epicanthus inversus syndrome (BPES), an autosomal dominant genetic disease in humans associated with premature ovarian failure (POF) [3,4]. Moreover, granulosa cells in *FOXL2*-mutation homozygous mice do not complete the squamous-to-cuboidal transition, leading to the absence of secondary follicles and oocyte atresia [5]. More than 95% of adult-type ovarian granulosa cell tumours (OGCTs) are highly associated with a somatic point mutation (C134W) in *FOXL2*, suggesting a potential relationship between *FOXL2* and human granulosa cell function [6]. Further studies in humans and mice indicate that the normal FOXL2 protein induces GC apoptosis and inhibits cell proliferation, while the mutant protein compromises these activities, thus contributing to OGCTs [7,8].

Although FOXL2 is highly conserved and participates in female ovarian development in various vertebrates, the exact functions of *FOXL2* differ among species [9]. For instance, *FOXL2* was reported to activate *CYP19A1* (the gene encoding aromatase) expression in human KGN cells [10,11] but repress *CYP19A1* in both Chinese hamster ovary cells [12] and murine primary GCs [13]. However, in a finding dramatically different than that for mammals, we recently discovered that *CYP19A1* is directly regulated by *SF1* (steroidogenic factor 1) and *ESR2* (estrogen receptor 2) instead of *FOXL2* in chicken GCs [14]. A previous study identified a novel SNP in *FOXL2* that is highly associated with egg production and egg weight in Chinese Dagu hens [15]. Another in vitro study showed that *FOXL2* facilitated the effect of members of the transforming growth factor beta (TGF-β) superfamily on follicle-stimulating hormone receptor (FSHR) expression and pre-hierarchical granulosa cell proliferation [16]. However, a systematic exploration of *FOXL2* function in chicken ovaries is needed.

To better understand the functions of *FOXL2* in chicken granulosa cells, we previously used high-throughput sequencing to analyse the transcriptomic changes induced by *FOXL2* overexpression and found that *FOXL2* exerted divergent roles in chicken pre-hierarchical cells (phGC) and pre-ovulatory granulosa cells (poGC) [14]. In the present study, another transcriptome analysis was performed for the case of *FOXL2* knockdown using RNA interference in both phGC and poGC. According to the results from the functional enrichment analysis of DEGs, we validated the differential effects of *FOXL2* on GC proliferation, DNA replication, apoptosis and the cell cycle in the phGC compared to the poGC.

## Materials and methods

### Animals and preparation

Sexually mature hens (25–30 weeks of age) with continuous laying performance were purchased from the Xinhua chicken farm (Hubei, China) and maintained in cages with available food and water. Four hens were killed by cervical dislocation, and follicles were selected according to three specific growth phases, and pre-hierarchical small yellow follicles (SYF, 6–8 mm in diameter) and pre-ovulatory F2-F4 follicles were detached [17,18]. All the hens involved in the study were housed and handled according to the recommendations in the Guide for the Care and Use of Laboratory Animals of the Ministry of Science and Technology of China and protocols approved by the Scientific Ethics Committee of Huazhong Agricultural University (permit number HZAUCH-2016-009). All efforts were made to minimize animal suffering.

### Granulosa cell culture

The primary granulosa cells were pre-cultured with Medium 199 (Gibco, USA) and 5% FBS (Gibco, USA) overnight (16 h) and transfected with FOXL2-specific siRNA (FOXL2-siRNA) or NC nonsense siRNA (NC-siRNA) using Lipofectamine 3000 (Invitrogen Life Technologies, Carlsbad, CA, USA) according to the manufacturer’s instructions. Small interfering RNA (siRNA) was purchased from RiboBio (Guangzhou, China). The siRNA sequences of FOXL2-siRNA are given in S1 Table (see the supplementary data section at the end of this article). Forty-eight hours after transfection, the cells were washed in PBS and collected for quantitative real-time PCR, Western blot and RNA-Seq analyses. Primary poGC and phGC transfected with FOXL2-siRNA or NC-siRNA were named poGC-KD, poGC-CT, phGC-KD and phGC-CT, respectively.

### Quantitative real-time PCR (qRT-PCR)

The same RNA samples from the NC-siRNA and FOXL2-siRNA groups used for RNA-Seq were subjected to qRT-PCR. Total RNA was extracted from primary granulosa cells using TRIzol reagent (Invitrogen, USA) following the manufacturer’s protocol. A Qubit RNA assay kit in a Qubit 2.0 A fluorometer (Life Technologies, CA, USA) was utilized to measure the RNA concentrations. The integrity of the obtained RNA was evaluated using an Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA). High-quality total RNA was used for further experiments. RNA was reverse-transcribed using a PrimeScript^TM^ RT reagent kit with gDNA Eraser (TaKaRa, Japan), according to the instruction manual, and the obtained cDNA was stored at -20 ºC. qRT-PCR was carried out with a 10-μL volume of CFX-384 (Bio-Rad, USA) that included 5 μL of 2×iTaq^TM^ Universal SYBR Green SuperMix (Bio-Rad), 0.15 μL of 10 μM forward primer, and 0.15 μL of 10 μM reverse primer (S2 Table), and 4.7 μL of approximately 100 ng cDNA. The specificity of each primer was confirmed by investigating melting curves. Relative gene expression levels were calculated by the 2^-ΔΔCT^ [19] method, and the mean expression level of GAPDH was used as an internal control. Four biological duplicate samples were amplified in triplicate.

### Western blot analysis

The total protein sample of cells was extracted from primary granulosa cells using TRIzol reagent (Invitrogen, USA) according to the instruction manual, and the concentration was measured by BCA assays (TransGen, China). Each sample was separated by 12% SDS–PAGE gel and then transferred to a PVDF membrane. Then, the PVDF membrane was incubated and sealed with 5% skimmed milk powder (Biosharp, China) and 1% BSA (Biosharp, China) at room temperature for 1 h and then incubated with a diluted monoclonal anti-FOXL2 antibody (1:1000, Abcam, USA) or anti-GAPDH antibody (1:2000, Proteintech, USA) at 4°C overnight, followed by incubation with a secondary antibody (1:2000, Proteintech, USA) at room temperature for 2 h. After washing with TBST three times, protein localization was observed using ECL chemiluminescence reagent (Bio-Rad, USA) for 5 min, and the antigen-antibody complexes on the membranes were detected with an enhanced chemiluminescence (ECL) detection system (Bio-Rad, Hercules, CA, USA), and ImageJ was used for analyzing optical density to quantify signal intensity.

### Library preparation for RNA sequencing

The RNA library was prepared using a total amount of 1 μg RNA per sample. The sequencing library was generated under the instruction manual from the NEB Next Ultra^TM^ RNA Library prep Kit for Illumina (NEB, USA). The sixteen cDNA libraries that were obtained were sequenced on an Illumina HiSeq X-ten platform and generated paired-end reads.

### Analysis of the sequencing data

First, we removed some useless reads, which contained adapter, low quality reads and poly-N, from the raw data to obtain clean data. Furthermore, we calculated the content of GC (GC content), Q30 and sequence duplication level of the clean data.

Then, we mapped the high quality clean reads obtained to the Ensembl Gallus_gallus-5.0 (Gallus_gallus.Gallus_gallus-5.0.dna.toplevel.fa) database utilizing TopHat2. The level of gene expression was calculated by mapping the fragments per kilobase million (FPKM) of different samples. The calculation is as follows: FPKM = cDNA fragments / mapped fragments (millions) × transcript length (kb) [14].

### Differentially Expressed Genes (DEGs) and enrichment analysis

Two groups of DEGs (comp. poGC: poGC-KD vs. poGC-CT; comp. phGC: phGC-KD vs. phGC-CT) were compared utilizing the DESeq R package (1.10.1). DESeq supplies statistical routines for confirming the differential expression in digital gene expression data utilizing a model based on negative binomial distribution. DEGs were considered as genes with expression fold changes (FCs) > 1.5 and P-values < 0.05, as determined by DESeq. The DEGs were analysed with the DAVID server (https://david.ncifcrf.gov/) using the KEGG pathway database (http://www.kegg.jp/kegg/pathway.html) to obtain GO annotations and KEGG pathways. Fisher’s exact test was used to determine the significant GO categories and KEGG pathways. Items with corrected P-values less than 0.05 were considered to be significant or enriched.

### Cell proliferation assay

For the cell proliferation assay, we pre-cultured primary granulosa cells for 16 h in a 96-well plate at a density of 50,000 cells/well to guarantee cell viability before the treatment. Then, we transfected phGC and poGC with FOXL2-siRNA, NC-siRNA, or a blank (no transfection). Cell viability was evaluated utilizing a Cell Counting Kit-8 (CCK-8) following the manufacturer’s protocol (Dojindo, Japan). The absorbance of each well in the 96-well plate was measured with a microplate reader (Bio-Rad, USA) at 24 h, 48 h, and 72 h post-transfection. The final results were visualized and analysed using GraphPad Prism 7.0.

### EdU assay

For the cell DNA replication assay, we pre-cultured primary phGC and poGC for 16 h in a 96-well plate at a density of 50,000 cells/well. Then, we transfected the phGC and poGC with FOXL2-siRNA or NC-siRNA. Cell DNA replication was studied in each well utilizing a Cell Light EdU DNA imaging kit (RiboBio, China) following the manufacturer’s protocol. Briefly, fresh culture medium with 5-ethynyl-2’-deoxyuridine (10 μM EdU from the Cell Light EdU DNA imaging kit, Guangzhou RiboBio, China) was used as the replacement medium 6 h post-transfection and then cultured for 24 h. Finally, the cell nuclei were re-stained with Hoechst 33342 and observed under a fluorescence microscope (Eclipse, Nikon, Japan). EdU-positive cells were regarded as cell DNA replication-positive, the number of which were calculated as (EdU add-in cells/Hoechst stained cells) ×100%.

### Flow cytometry detection of the cell cycle phases and apoptosis

In cell cycle assays and cell apoptosis assays, we pre-cultured primary granulosa cells for 16 h in a 12-well plate at a density of 500,000 cells/well. Then, we transfected phGC and poGC with FOXL2-siRNA or NC-siRNA. The cells from each well were harvested 48 h post-transfection, and the cell samples were collected and stained with a propidium iodide (PI) solution and then subjected to cell cycle assessment and analysis with a Cytomics FC 500 cytometer (Beckman, USA). The final results were analysed using ModFit LT software. The percentage of apoptotic cells was measured by double staining with Annexin V/ PI. In brief, we added 100 μL of binding buffer containing 1 μL of PI and 2.5 μL of Annexin V-FITC to the cell suspension and incubated the cells in the dark for 30 min. Then, the samples were analysed using Cytomics FC 500 to obtain the cell apoptosis rate.

### Statistical analysis

All data were processed following the individual procedures described above. Paired comparisons were evaluated using two-tailed Student’s *t*-test in Microsoft Excel 2016, and the significance was numerically expressed in figures (* indicates P < 0.05, ** indicates P < 0.01, *** indicates P < 0.001, ns indicates not significant). Multiple comparisons were performed and assessed using Duncan’s post hoc test in SPSS statistics software (version 23.0 for Mac, IBM, USA). Differences for which P < 0.05 were considered significant. All numerical results were visualized utilizing GraphPad Prism 7.0 (GraphPad software, USA) [20].

## Results

### RNA interference of *FOXL2* expression in chicken follicular GCs

To determine the effect of RNA interference of *FOXL2* expression in chicken follicular GCs, primary phGC and poGC were cultured before FOXL2-siRNA transfection. The qRT-PCR results showed that the expression levels of *FOXL2* in the poGC-KD and phGC-KD groups were significantly decreased (P < 0.001) compared with the those in the corresponding poGC-CT and phGC-CT groups (Fig 1A), findings consistent with the changes in *FOXL2* at the protein level as revealed by Western blot analysis results (Fig 1B). 

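The RNA samples behind the qRT-PCR were also sequenced, and the fall of the FOXL2 transcript can be read from the reads that the authors counted on each gene. The counts were normalized for library size with edgeR's TMM method within each cell type. In poGC-KD, FOXL2 had 21820 ± 2418 normalized counts (SD, n = 4 libraries), against 34880 ± 1638 (SD, n = 4) in poGC-CT. Its log2 fold change was -0.68 (standard error 0.079, adjusted p = 0.000353 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which leaves 62.5% of the control level. Each poGC-KD library had fewer FOXL2 counts than each poGC-CT library (two-sided exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). In phGC-KD, FOXL2 had 14200 ± 2150 normalized counts (SD, n = 4), against 19170 ± 3333 (SD, n = 4) in phGC-CT. The log2 fold change in phGC was -0.43 (standard error 0.14, unadjusted p = 0.0131 and adjusted p = 0.0878 from the same test), with 74.1% of the control level left. The highest phGC-KD library, at 17300, lay above the lowest phGC-CT library, at 16130 (two-sided exact permutation test, p = 0.0857). The fall in phGC passed an adjusted p of 0.05 with DESeq2 in place of edgeR (log2 fold change -0.43, adjusted p = 0.0237), and its adjusted p ran from 0.0237 to 0.195 over the alternatives tried. With the replicate number as a block, the log2 fold changes were -0.68 in poGC (adjusted p = 0.00452) and -0.43 in phGC (adjusted p = 0.134). The difference between both falls was not larger than the spread between libraries (log2 difference -0.27, standard error 0.169, adjusted p = 0.396 from an edgeR interaction term over the 16 libraries).

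**Figure D1:**
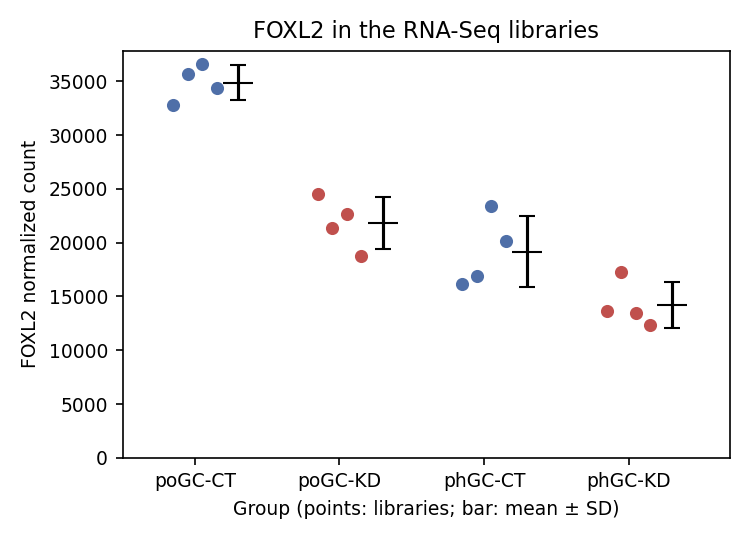
Normalized FOXL2 counts (vertical axis) of the 16 RNA-Seq libraries by group, with each library as a point, the mean and SD of each group as a bar, and counts scaled within each cell type. The 4 poGC-KD libraries lie between 18760 and 24510, below the 4 poGC-CT libraries at 32850 to 36620, while phGC-KD (12340 to 17300) overlaps phGC-CT (16130 to 23420).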

The results described above showed that FOXL2-siRNA successfully knocked down both the mRNA and protein expression of *FOXL2* in both the poGC and phGC. Full-length gels and Western blots are included in the S1 Raw images.

**Fig 1:**
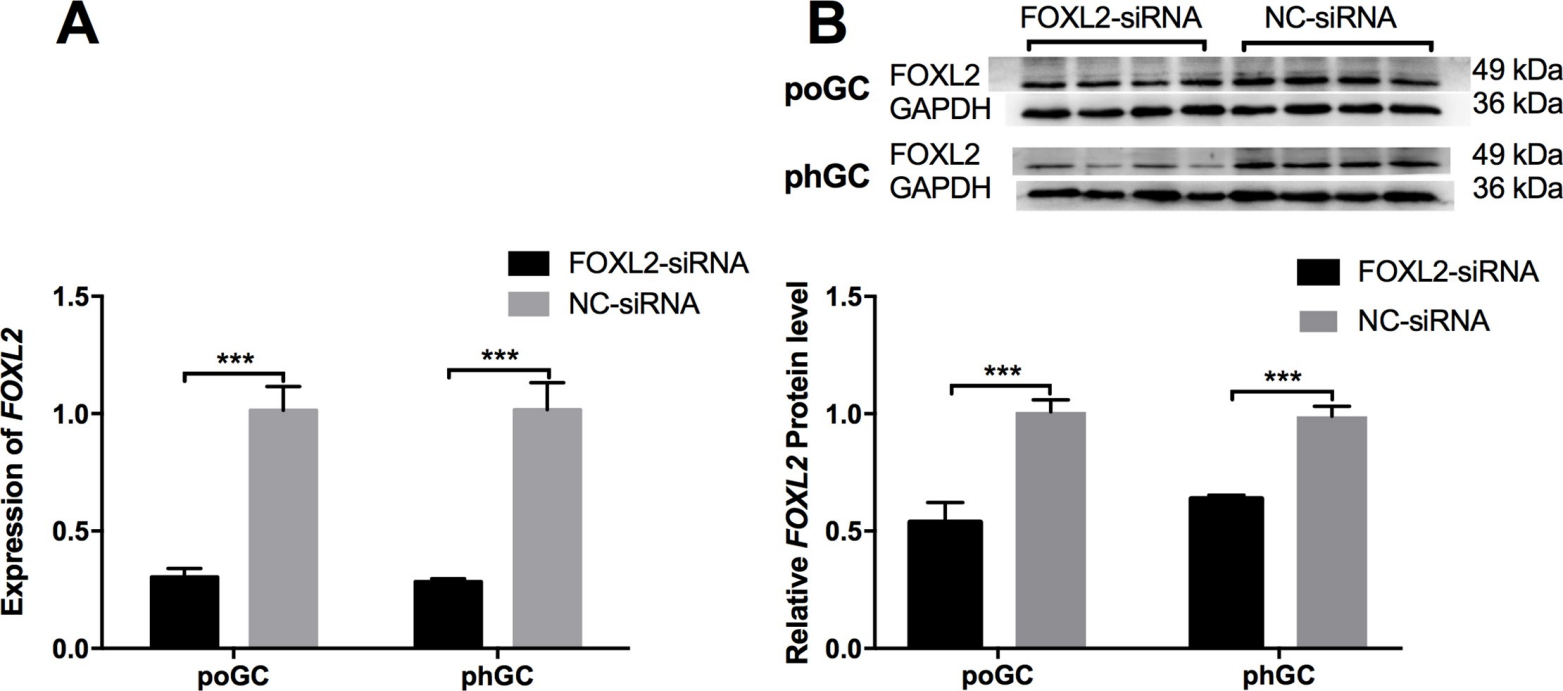
RNA interference of the *FOXL2* gene expression in the GCs. (A) poGC and phGC were transfected with FOXL2-siRNA or NC-siRNA, and the expression of the *FOXL2* gene was detected by qRT-PCR 48 h post-transfection. (B) poGC and phGC were transfected with FOXL2-siRNA or NC-siRNA, and the expression of the FOXL2 protein was detected by Western blot 48 h post-transfection (*** indicates P < 0.001).

### RNA-Seq and Differentially Expressed Genes (DEGs)

To obtain a global view of the role of FOXL2 in chicken granulosa cells, we performed comparative transcriptomic analyses between FOXL2-siRNA- and NC-siRNA-treated groups of phGC and poGC. 

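Cultures of poGC, from pre-ovulatory follicles, and of phGC, from pre-hierarchical follicles, were collected for RNA-Seq 48 h after transfection with FOXL2-siRNA (KD) or NC-siRNA (CT). For each of the 16 libraries, the authors deposited a count of reads and an FPKM value on 18151 gene rows, which carry gene symbols and no other identifier. A symbol is shared by several rows in 187 of them, and these rows were tested one by one. The counts had not been normalized, and all tests below start from them. Their totals ran from 45697479 to 56121795 in poGC-KD, from 36191442 to 53062138 in poGC-CT, from 29979116 to 44937588 in phGC-KD and from 30476674 to 32997177 in phGC-CT. Each KD group was compared with the CT group of its own cell type, 4 libraries against 4, by edgeR's quasi-likelihood test. Genes with too few counts were left out by edgeR's filterByExpr rule, which kept 14379 gene rows for comp. poGC and 13829 for comp. phGC.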

Sixteen cDNA libraries from four groups (poGC-KD, poGC-CT, phGC-KD and phGC-CT, 4 duplicates in each group) were established and sequenced. After sequencing quality control was performed, approximately 478.7 million clean reads (raw paired-end reads) were obtained, and each sample yielded approximately 29.9 million high-quality clean reads, ranging from 22.9 to 36.2 million. 

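The deposited counts summed to between 78.6% and 79.7% of the mapped reads that the paper lists for each poGC library in S3 Table. In phGC libraries they summed to between 81.7% and 83.4%. The 20 most counted genes held 12.8% to 13.6% of the counts in poGC-KD and 13.8% to 14.1% in poGC-CT, ranges that did not overlap. They held 13.0% to 14.0% in phGC-KD and 12.4% to 14.3% in phGC-CT.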

Subsequently, 83.4–86.1% of the reads were successfully mapped to the *Gallus gallus* genome (S3 Table).

To obtain DEGs, pairwise comparisons were performed as follows: poGC-CT (poGC transfected with NC-siRNA) vs. poGC-KD (poGC transfected with FOXL2-siRNA) (denoted as comp. poGC) and phGC-CT (phGC transfected with NC-siRNA) vs. phGC-KD (phGC transfected with FOXL2-siRNA in pre-hierarchical granulosa cells) (denoted as comp. phGC). According to the criteria in which the fold change > 1.5 and P-value < 0.05, the results from the FPKM analysis showed that a total of 1309 and 775 DEGs were identified among the comp. poGC and comp. phGC, respectively, among which 611 genes were upregulated, and 698 genes were downregulated in the comp. poGC group, and 368 genes were upregulated and 407 genes were downregulated in comp. phGC group. 

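With the fold change and the unadjusted p-value taken from edgeR, 1611 of the 14379 genes tested in comp. poGC met these criteria, of which 843 were upregulated and 768 were downregulated in poGC-KD. In comp. phGC, 1006 of 13829 genes met them, of which 525 were upregulated and 481 were downregulated. An unadjusted p-value under 0.05 was found for 5627 genes in comp. poGC and 3631 in comp. phGC, where chance alone would give 719 and 691. At a Benjamini-Hochberg adjusted p-value under 0.05 and any fold change, 4138 genes changed in comp. poGC (2187 up, 1951 down) and 1379 in comp. phGC (700 up, 679 down). The KD and CT libraries did not overlap for 1377 of the poGC DEGs and for 766 of the phGC DEGs. Over all tested genes, the groups did not overlap for 31.9% in poGC and 18.5% in phGC, where chance gives 2.86%. The number of DEGs moved most with DESeq2's prior on fold changes, to 1310 in comp. poGC and 573 in comp. phGC. Libraries of KD and CT with the same replicate number resembled each other no more than others did (mean correlation -0.033 in poGC and -0.012 in phGC after subtraction of the group means). Of the 24 ways to pair the libraries, as high a mean correlation came from a share of 0.917 in poGC and 0.625 in phGC (exact permutation tests). With the replicate number as a block, 1587 genes were DEGs in comp. poGC and 988 in comp. phGC, and 3146 and 1066 genes passed the adjusted p-value. With each library left out in turn, comp. poGC had from 1556 to 1653 DEGs and comp. phGC from 957 to 1176, while the genes past the adjusted p-value in comp. phGC ran from 662 to 1949.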

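Principal components of the log2 CPM (the counts scaled to a common library size) of the tested genes separated the KD from the CT libraries in both cell types without use of the group labels. The first component held 25.9% of the variance in poGC, with the poGC-KD libraries at 27.7 to 39.6 and the poGC-CT libraries at -36.8 to -26.0. It held 23.5% in phGC, with the phGC-KD libraries at 23.6 to 36.8 and the phGC-CT libraries at -39.2 to -13.2.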

Their distinct expression patterns are presented in the hierarchical clustering analysis and volcano plot (Fig 2).

**Fig 2:**
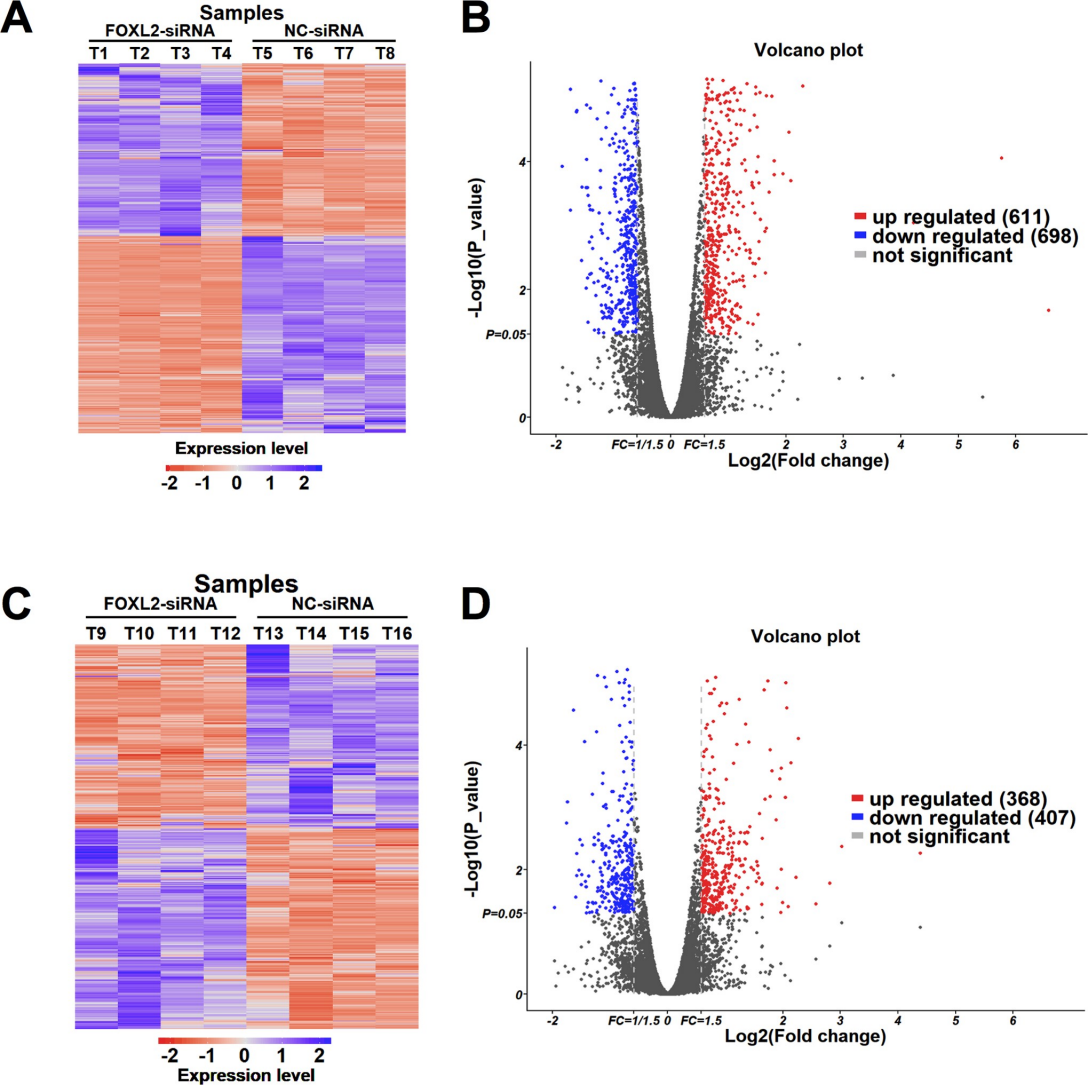
The expression patterns of the DEGs in the chicken granulosa cells induced by FOXL2-siRNA and NC-siRNA. (A) The hierarchical clustering of differentially expressed mRNAs of Comp. po; (B) The Volcano plot of differentially expressed mRNAs of Comp. po; (C) The hierarchical clustering of differentially expressed mRNAs of Comp. ph; (D) The Volcano plot of differentially expressed mRNAs of Comp. ph.

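Some of the most changed genes among those with an adjusted p-value under 0.05 and no overlap between KD and CT libraries had low or uneven counts. In comp. poGC, TYRP1 rose from 12.4 ± 7.45 normalized counts (SD, n = 4) in poGC-CT to 299.2 ± 25.2 in poGC-KD, a log2 fold change of 4.55 (standard error 0.385, adjusted p = 5.75e-05, edgeR). IGSF11 rose from 12.8 ± 6.07 to 284.9 ± 44.8 normalized counts, and LOC428870 fell from 95.8 ± 10.6 to 11.4 ± 3.06 (log2 fold changes of 4.44 and -3.06). S1PR2 rose from 9.05 ± 15.9 to 489.2 ± 328.8 normalized counts, and its log2 fold change of 5.66 ranged from 0.47 to 8.65 over the alternatives tried. In comp. phGC, DIRAS2 rose from 26.2 ± 13.1 normalized counts (SD, n = 4) in phGC-CT to 207.8 ± 41.1 in phGC-KD, a log2 fold change of 2.98 (standard error 0.336, adjusted p = 0.00157, edgeR). TMOD1 rose from 5.08 ± 2.22 to 50.1 ± 33.0 normalized counts, a log2 fold change of 3.26 that ranged from 0.95 to 3.58 over the alternatives. SLC26A11 had 431.8 ± 516.2 normalized counts in phGC-CT and 33.1 ± 25.0 in phGC-KD. Its log2 fold change of -3.69 ranged from -4.27 to -0.55 over the alternatives. TCF21 fell in both cell types, with log2 fold changes of -2.57 in poGC (adjusted p = 0.032, edgeR) and -2.46 in phGC (adjusted p = 0.00202, edgeR). With the replicate number as a block, the adjusted p of TCF21 in poGC was 0.0583, within a range from 0.00413 to 0.0583 over the alternatives.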

### Experimental validation of the DEGs by qPCR

To evaluate the reliability of the RNA-Seq data, 33 genes were randomly selected from the in different groups, and the expression pattern of each was verified by qRT-PCR. 

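In the sequencing data, each of the 33 genes of Fig 3 changed in the direction that Fig 3A and Fig 3C show, as read by eye, in both comparisons. In comp. poGC, 22 of them rose by a log2 fold change of 1.02 to 4.55 (median 1.86) and 11 fell, from -2.01 to -1.05 (median -1.23). In comp. phGC, the 22 rises ran from 1.02 to 2.98 (median 1.71) and the 11 falls from -2.04 to -1.045 (median -1.235). The largest adjusted p-value among the 33 genes was 0.00382 in comp. poGC and 0.0164 in comp. phGC (edgeR). KD and CT libraries did not overlap for any of the 33 genes in either comparison. Chance gives no overlap for 2.86% of genes, but this is no reference for genes that the paper presents as DEGs of the same libraries. All 33 were DEGs in both comparisons, although 16.6% of the genes that were DEGs in either comparison were DEGs in both. All 33 stayed DEGs in the same direction under each alternative tried except the filter of at least 10 counts in every library. That filter left 31 of them to test in comp. poGC and 30 in comp. phGC, all DEGs. Across these 33 genes, which are not independent replicates, the changes in phGC had a Pearson's r of 0.914 with those in poGC and a slope of 0.765. The same genes rose and the same genes fell in both comparisons, and none lay near 0. This by itself gives a high r, so that r is no test of a likeness in size.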

As shown in Fig 3A and Fig 3C, the mRNA expression levels of the 33 selected genes were highly consistent with the results of the DEG analysis of the sequencing data, and the qPCR results were significantly and positively correlated with the RNA-Seq data, as confirmed by a Pearson correlation analysis (comp. poGC: Pearson’s r = 0.96, P = 0; comp. phGC: Pearson’s r = 0.98, P = 0), revealing the high accuracy and quality of the RNA-Seq analysis data (Fig 3B and Fig 3D).

**Fig 3:**
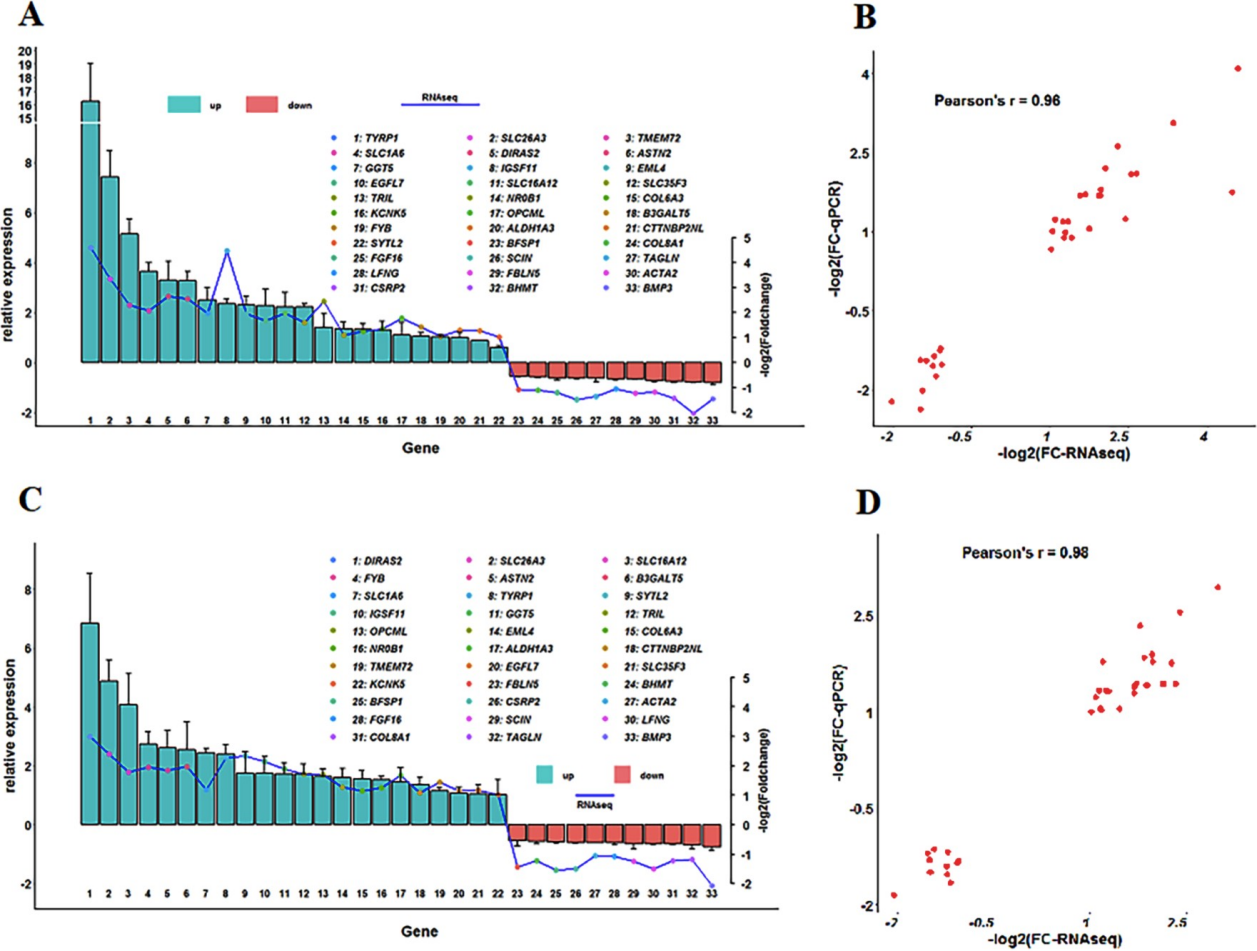
Experimental validation of the DEGs by qRT-PCR and correlation analysis of the qRT-PCR and RNA-Seq data. (A, C) The relative expression levels of the DEGs according to qRT-PCR (green or orange bars) were compared with transcripts determined from the RNA-Seq (blue line) data based on comp. poGC and comp. phGC. (B, D) A scatter plot of the qRT-PCR data and RNA-Seq data based on comp. poGC and comp. phGC.

### GO and KEGG analyses of the DEGs

Gene Ontology (GO) was used to analyse the DEGs obtained from the comp. phGC and comp. poGC groups. According to three main ontologies, the top 30 GO terms for the most-enriched genes were summarized as biological process, cellular component and molecular function (Fig 4A and Fig 4B).

**Fig 4:**
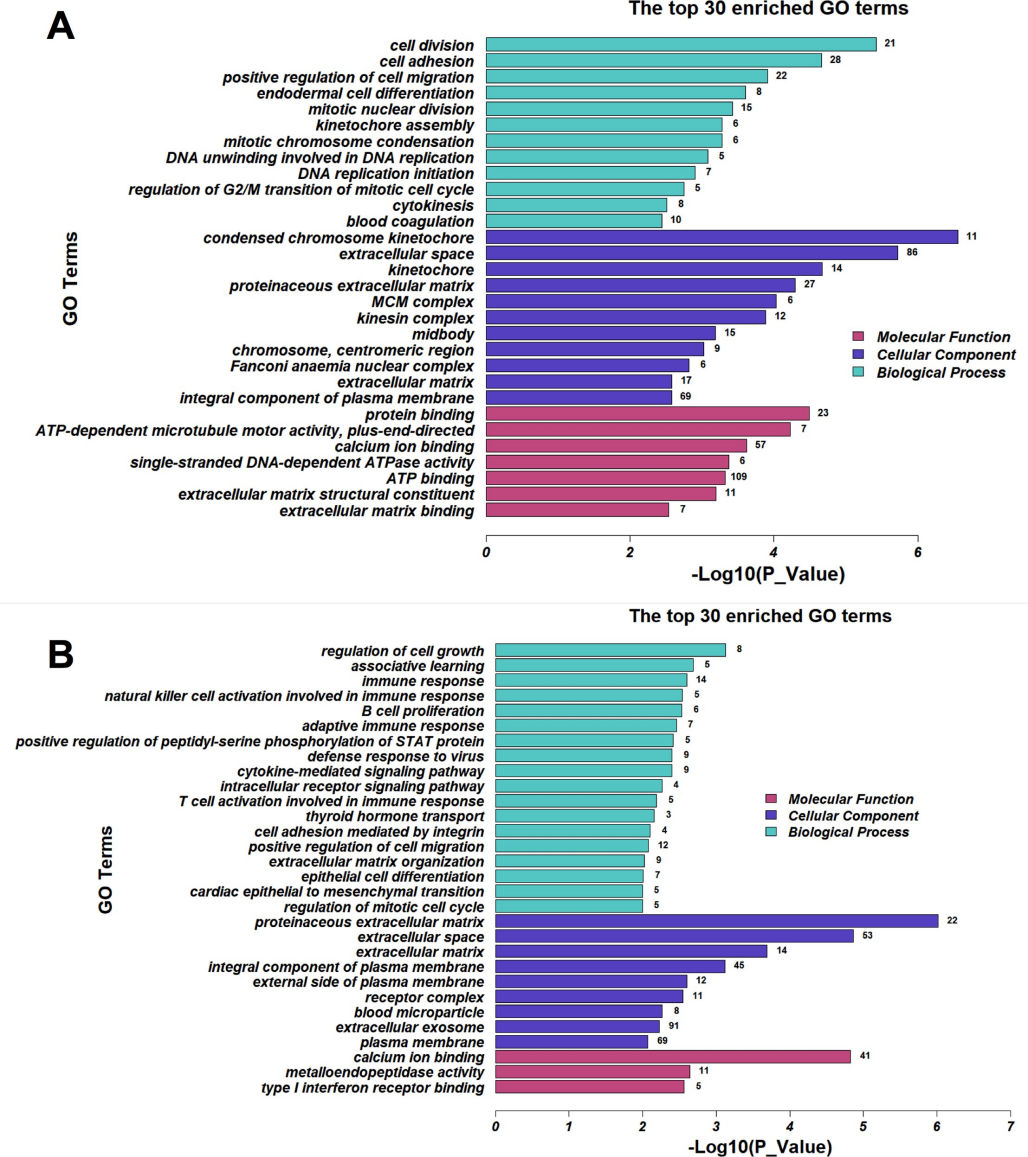
The most enriched Gene Ontology (GO) terms associated with the DEGs in the chicken granulosa cells induced by *FOXL2* silencing. (A) GO terms of DEGs in the comp. poGC; (B) GO terms of DEGs in the comp. phGC. The red, violet and blue bars represent the terms of molecular function, cellular component and biological process, respectively.

For the comp. poGC group, the top six GO term categories in which the differentially expressed genes were most enriched were (1) cell division, (2) cell adhesion, (3) mitotic nuclear division, (4) condensed chromosome kinetochore, (5) kinetochore and (6) MCM complex. 

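The terms on cell division were examined with lists of gene symbols compiled by hand from the names of the terms, not with the GO annotation. Limma's camera test asked whether the genes of a list changed more than other genes, and Fisher's exact test whether a list held more DEGs than the tested genes at large, both adjusted over 13 lists. Of 50 tested genes for mitotic division, 49 were higher in poGC-KD, with a median log2 fold change of 1.09 (camera adjusted p = 0.0188). The 45 DEGs among them were all upregulated (Fisher's exact test, adjusted p = 1.5e-36). The mean log2 CPM of this list was 5.84 ± 0.084 (SD, n = 4) in poGC-KD and 4.85 ± 0.056 (SD, n = 4) in poGC-CT, without overlap (two-sided exact permutation test, p = 0.0286). Of 50 tested kinetochore genes, 49 were higher in poGC-KD, with a median of 0.91 (camera adjusted p = 0.00232), and 34 were DEGs, all upregulated (Fisher's exact test, adjusted p = 1.84e-20). Of 8 tested genes of the MCM family, 7 were higher, with a median of 1.04 (camera adjusted p = 0.0396), and 6 were DEGs, all upregulated (Fisher's exact test, adjusted p = 8.34e-05). With the replicate number as a block, these medians were 1.08, 0.91 and 1.04, and the camera adjusted p of the mitotic division genes was 0.109, that of the kinetochore genes 0.0451 and that of the MCM family 0.143. Replicate numbers gave no mean correlation of KD with CT libraries above zero in poGC (-0.033). Over all alternatives, the camera adjusted p ran from 6.38e-30 to 0.109 for mitotic division, from 2.87e-21 to 0.0451 for the kinetochore and from 1.3e-06 to 0.143 for the MCM family, with the lowest under a fixed correlation between genes.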

And in the meanwhile, the top five GO term categories, which the differentially expressed genes were most enriched in, were (1) regulation of cell growth, (2) associative learning, (3) immune response, (4) proteinaceous extracellular matrix and (5) extracellular space in Comp. phGC.

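In comp. phGC, none of the lists on cell division passed an adjusted p of 0.05. The median log2 fold change was 0.15 for mitotic division (35 of 50 genes higher, camera adjusted p = 0.739), 0.076 for the kinetochore (29 of 49 higher, camera adjusted p = 0.739) and 0.012 for the MCM family (5 of 8 higher, camera adjusted p = 0.854). Over the alternatives, the camera adjusted p of mitotic division ran from 0.0466, under a fixed correlation between genes, to 0.844. Its mean log2 CPM was 0.137 higher in phGC-KD (two-sided exact permutation test, p = 0.0571). These 3 lists held 1, 2 and 0 DEGs. The median of the MCM family in phGC changed sign between fits that each left out a library, from -0.018 to 0.056. For the immune response, a hand-made list of interferon-stimulated genes held 9 DEGs among 30 tested genes, of which 8 were downregulated (Fisher's exact test, adjusted p = 0.000844). Of these 30 genes, 23 were lower in phGC-KD, with a median of -0.19 (camera adjusted p = 0.303, and from 0.0168 to 0.63 over the alternatives).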

A KEGG pathway analysis was performed, and the top 20 pathways with the most-enriched DEGs are shown in Fig 5A and Fig 5B. The differentially expressed genes in comp. poGC group were enriched in pathways (P < 0.05) that included the cell cycle (gga04110), ECM-receptor interaction (gga04512), focal adhesion (gga04510), DNA replication (gga03030), the p53 signalling pathway (gga04115), etc. 

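Hand-made lists for these pathways were tested in the same way, and the lists of the KEGG database itself were not used here. Of 108 tested cell cycle genes, 77 were higher in poGC-KD, with a median log2 fold change of 0.205 (camera adjusted p = 0.00232). They held 29 DEGs, of which 28 were upregulated (Fisher's exact test, adjusted p = 1.32e-05). Of 28 tested DNA replication genes, 27 were higher, with a median of 0.49 (camera adjusted p = 0.0251), and 12 were DEGs, all upregulated (Fisher's exact test, adjusted p = 4.43e-05). With the replicate number as a block, the camera adjusted p was 0.0451 for the cell cycle and 0.119 for DNA replication, the highest among the alternatives, which began at 1.3e-06 and 2.55e-11. The ECM-receptor and focal adhesion lists held an excess of DEGs without a common direction. The ECM-receptor list held 13 upregulated and 11 downregulated DEGs among 72 tested genes (Fisher's exact test, adjusted p = 1.59e-06), with a median of 0.007 that changed sign under several alternatives (camera adjusted p = 0.488). The focal adhesion list held 13 upregulated and 16 downregulated DEGs among 146 genes (Fisher's exact test, adjusted p = 0.00243), with a median of -0.012 (camera adjusted p = 0.488). The p53 signalling list held 8 upregulated and 2 downregulated DEGs among 50 genes (Fisher's exact test, p = 0.048, adjusted p = 0.0624), with a median of -0.016 (camera adjusted p = 0.488). The mean log2 CPM of the p53 list was 5.197 ± 0.047 (SD, n = 4) in poGC-KD and 5.098 ± 0.012 (SD, n = 4) in poGC-CT, without overlap (two-sided exact permutation test, p = 0.0286).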

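In comp. phGC, the hand-made list of ECM-receptor genes held 17 DEGs among 70 tested genes, 11 upregulated and 6 downregulated in phGC-KD (Fisher's exact test, adjusted p = 0.000101). The list of cytokines and their receptors held 20 DEGs among 101 genes, 11 upregulated and 9 downregulated (Fisher's exact test, adjusted p = 0.000215). An excess of DEGs in the focal adhesion list (17 of 147 genes) and in the Jak-STAT list (11 of 82 genes) passed an unadjusted p of 0.05 (Fisher's exact tests, p = 0.0384 and 0.0348) and not an adjusted one (0.0714 for both). The focal adhesion DEGs were 12 upregulated and 5 downregulated, and the Jak-STAT DEGs 8 upregulated and 3 downregulated. Of the 82 Jak-STAT genes, 53 were higher in phGC-KD. None of these 4 lists passed camera for a common direction (camera adjusted p from 0.583 to 0.854). Their medians were 0.158, 0.045, 0.045 and 0.119 in the order ECM-receptor, cytokine, focal adhesion and Jak-STAT. The median of the cytokine list fell to -0.072 when all genes with at least 1 count were tested.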

The differentially expressed genes in the comp. phGC group were enriched in pathways (P < 0.05) that included ECM-receptor interaction (gga04512), focal adhesion (gga04510), cytokine-cytokine receptor interaction (gga04060) and the Jak-STAT signalling pathway (gga04630). The details of the DEGs revealed in the GO and KEGG enrichment analyses are listed in the S1 File. And we compared the results of previous overexpression with our knockdown results, and screened out DEGs which were affected by both overexpression and knockdown of FOXL2. 

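S2 File lists 25 genes for poGC and 16 for phGC, with the paper's log2 fold changes after knockdown and after overexpression. All 25 poGC genes changed here in the direction that S2 File gives for the knockdown, and all 25 had an adjusted p-value under 0.05 (edgeR). In phGC, 15 of the 16 were tested and all 15 had the direction of S2 File, 10 of them with an adjusted p-value under 0.05. The paper presents the genes of S2 File as DEGs of these same libraries, so that the shared directions are no independent check. Against the paper's overexpression values, the knockdown changes had the opposite sign for 17 genes and the same sign for 8 in poGC (exact binomial test, p = 0.108). In phGC, 9 genes had the opposite sign and 6 the same sign (exact binomial test, p = 0.607).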

The details of those DEGs were listed in S2 File.

**Fig 5:**
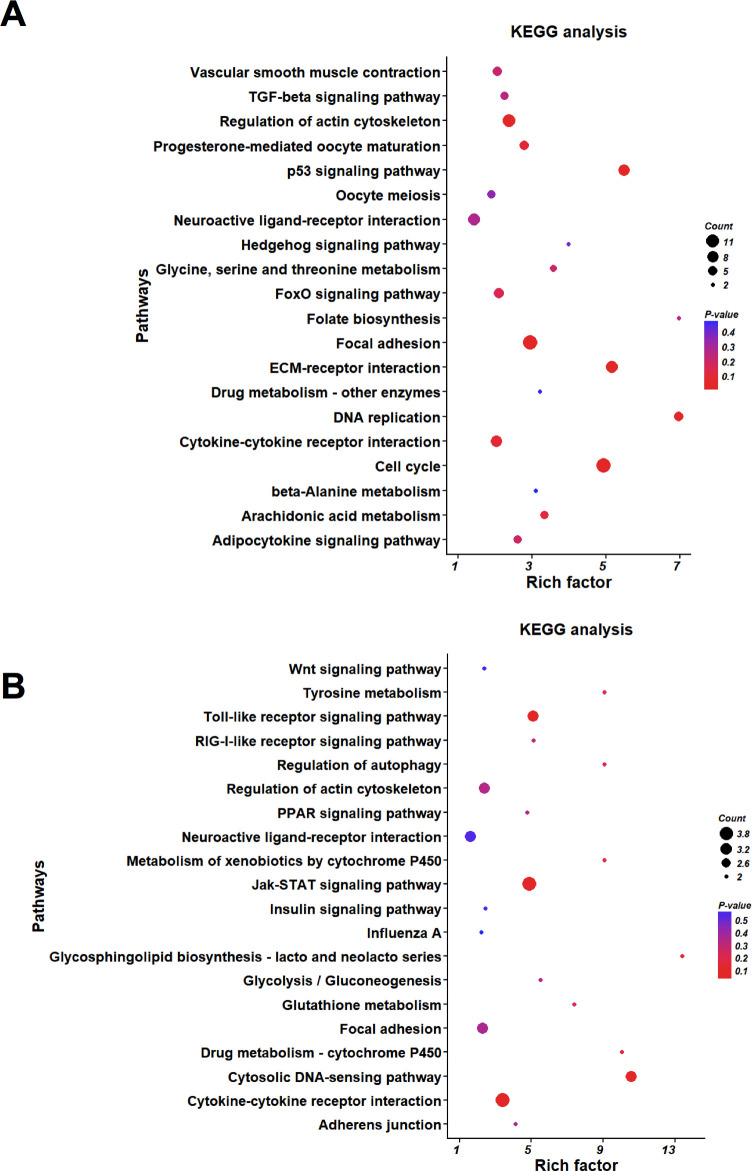
KEGG analysis of the DEGs induced by *FOXL2* silencing in the chicken granulosa cells. (A) KEGG enrichment analysis of DEGs in the comp. poGC. (B) KEGG enrichment analysis of DEGs in the comp. phGC. The 20 pathways in which the top DEGs were found are summarized. The Y-axis and X-axis indicate functional pathways and the enrich factor for the DEGs in the same pathway, respectively.

### *FOXL2* knockdown promotes primary poGC proliferation

Cell proliferation capacity was measured with a CCK-8 assay, and we observed a profound and significant increase in cell proliferation in the poGC-KD group 48 h and 72 h post-transfection compared to increase in the poGC-CT and in the blank groups (P < 0.001) (Fig 6A). However, there was no significant difference in cell viability between the phGC-KD and phGC-CT groups and the blank group (Fig 6B). These results suggested that FOXL2 inhibited cell proliferation in the poGC, while no significant effect was observed in the phGC.

**Fig 6:**
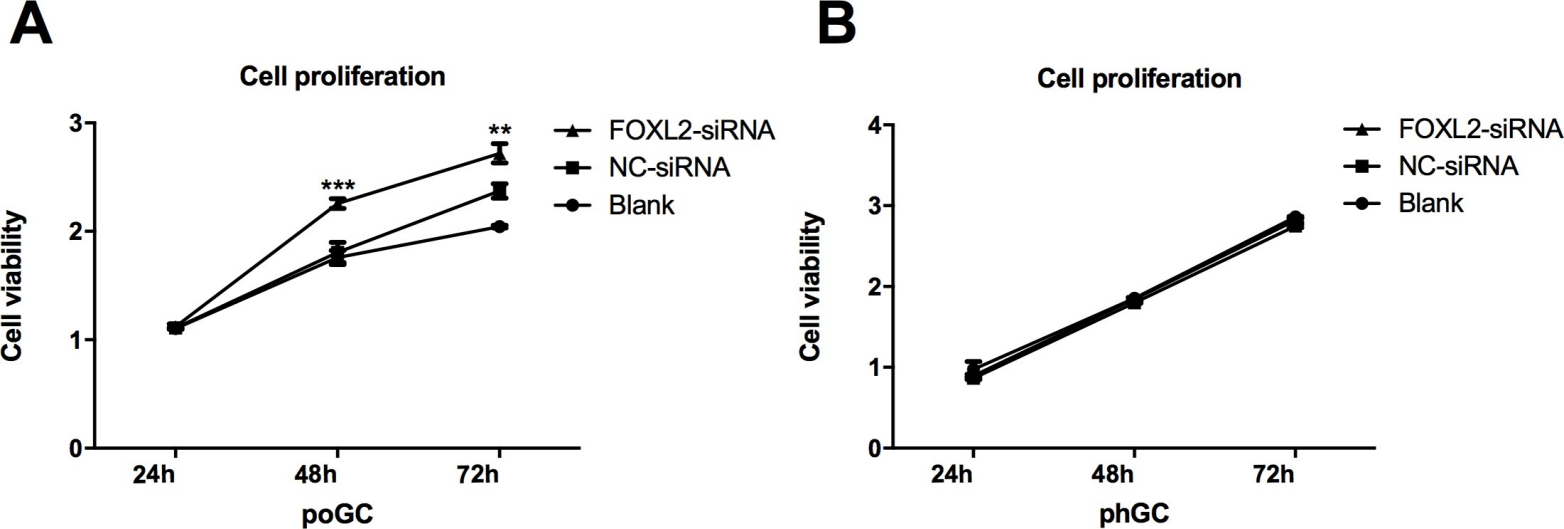
The effect of *FOXL2* knockdown on chicken granulosa cell proliferation. Chicken granulosa cells were transfected with FOXL2-siRNA, and two control groups were used: NC-siRNA and a blank (not transfected). Cell proliferation was measured using Cell Counting Kit-8 24, 48, and 72 h post-transfection. All values are represented as the mean ± SD of three independent experiments repeated in triplicate. The asterisks represent statistically significant differences (** indicates P < 0.01, *** indicates P < 0.001). (A) FOXL2-silencing in poGC promoted cell proliferation. (B) FOXL2-silencing in phGC had no effect on cell proliferation.

### FOXL2 knockdown promotes DNA synthesis in the poGC

An EdU assay was conducted to determine whether knocking down *FOXL2* had an impact on the DNA replication in the GCs. The EdU add-in cells represent cells that have active DNA synthesis, which indicates that they are predominantly in the S phase of the cell cycle. The results showed that the poGC-KD group (18.25 ± 6.02%) had more active DNA synthesis than the control poGC-CT group (9.10 ± 3.6%). However, there was no significant effect on the phGC, with EdU-positive percentages of 9.03 ± 2.64% and 9.31 ± 0.83% in the phGC-KD and phGC-CT groups, respectively (Fig 7).

**Fig 7:**
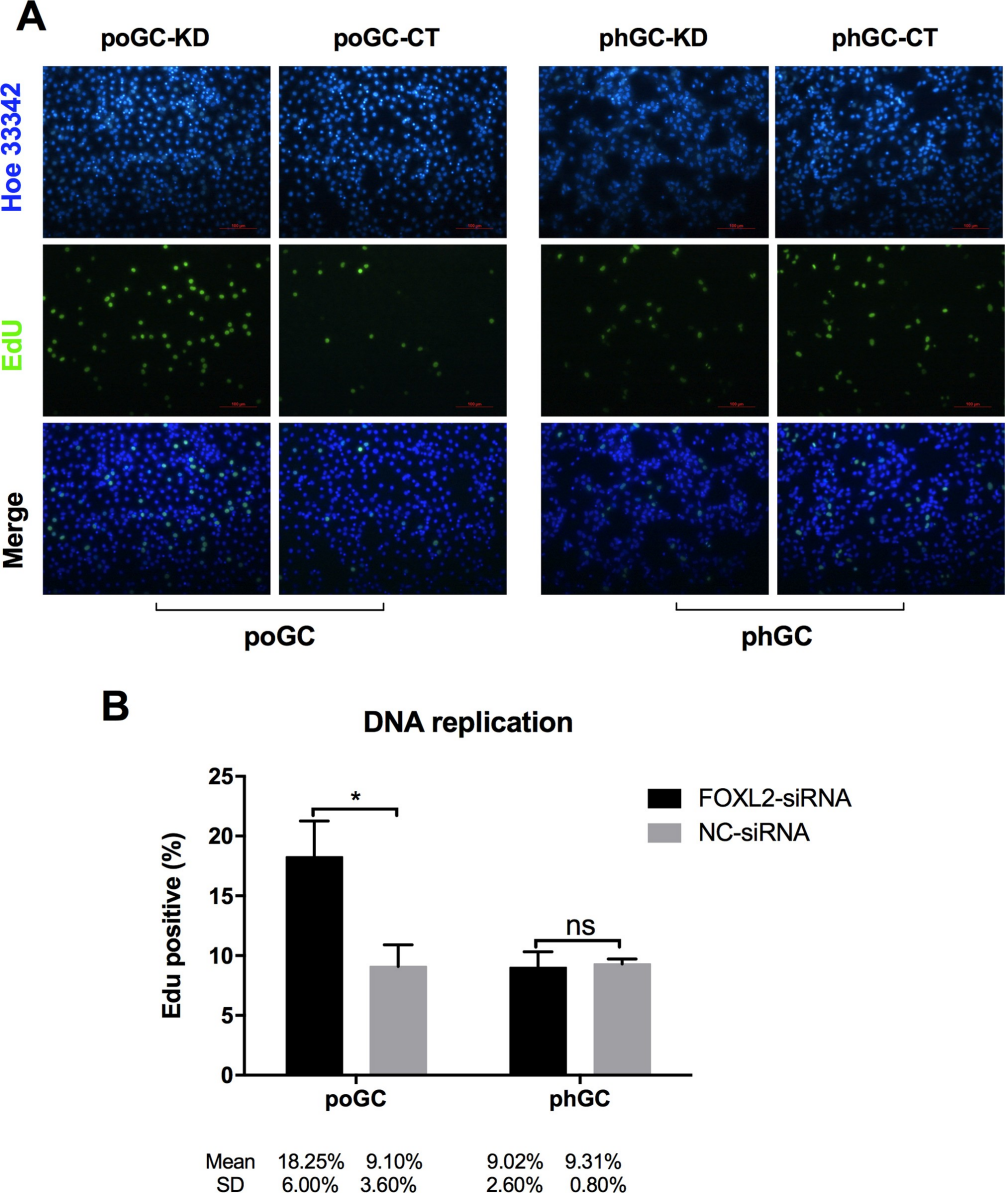
The effect of knocking down *FOXL2* on DNA replication in the chicken granulosa cells. (A) Representative images of Hoechst 33342-stained cells (top, cell nuclei), EdU-stained cells (middle, DNA replication) and the merged images (bottom) of the four groups (poGC-KD, poGC-CT, phGC-KD and phGC-CT). Primary phGC and poGC were transfected with FOXL2-siRNA or NC-siRNA, and fresh EdU-containing medium replaced the original medium 6 h post-transfection. Then, the cells were cultured for an additional 24 h. (B) Summary of EdU add-in cells as percentages of the granulosa cells. Data are presented as the mean ± SD (n = 4) (* indicates P < 0.05; ns indicates not significant).

### *FOXL2* knockdown inhibits cell apoptosis in the poGC

Cell apoptosis of the poGC-KD, poGC-CT, phGC-KD and phGC-CT was detected by flow cytometry using the Annexin V-PI staining method, and the results showed that the apoptosis rate of the poGC-KD group (55.52 ± 1.12%) was significantly less than that of the poGC-CT group (60.30 ± 0.77%). However, knocking down *FOXL2* had no significant effect on phGC apoptosis, with apoptosis rates of 36.65 ± 3.74% and 38.15 ± 5.43% for the phGC-KD and phGC-CT groups, respectively. It is noteworthy that the poGC had a higher rate of apoptosis than the phGC (Fig 8).

**Fig 8:**
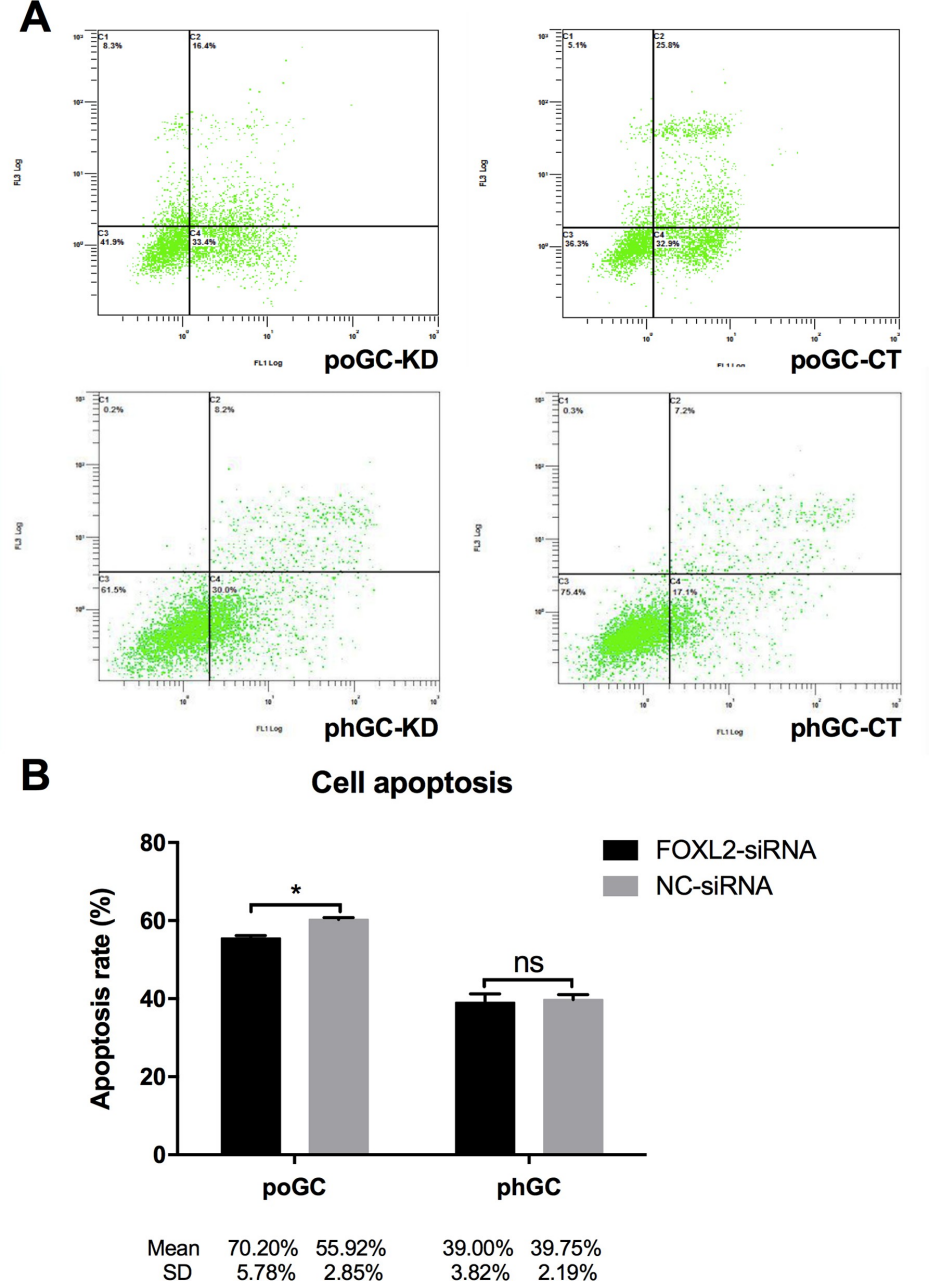
The effect of knocking down *FOXL2* on chicken granulosa cell apoptosis. poGC and phGC were transfected with FOXL2-siRNA or NC-siRNA, and the number of cells undergoing apoptosis was determined using a flow cytometer 48 h post-transfection. (A) Cell apoptosis of the groups (poGC-KD, poGC-CT, phGC-KD and phGC-CT) was determined by flow cytometry. (B) Apoptotic cells (Annexin V+/PI- and Annexin V+/PI+) are presented as the mean ± SD (n = 3). Two-tailed Student’s t-tests were used to analyse significant differences (* indicates P < 0.05; ns indicates not significant).

### *FOXL2* knockdown prevents cell cycle progression of the primary poGC

To investigate the influence of *FOXL2* knockdown on cell cycle progression, the percentage of cells in each cycle phase were quantified for the 4 primary GC groups (poGC-KD, poGC-CT, phGC-KD and phGC-CT) by a flow cytometer. The proportion of cells in the G2 phase in poGC-KD and poGC-CT groups was 10.96% and 7.47%, respectively, and the difference was significant (P < 0.05). There was no significant difference in the cells in the G1 phase of the cell cycle for the phGC-KD (7.86%) and phGC-CT (7.26%) groups. The results show that the percentage of cells in the G2 phase in the FOXL2-silencing group (poGC-KD) was significantly increased compared to that of the control group (poGC-CT). Flow cytometry showed that FOXL2 silencing promoted mitosis of the poGC by inducing their transition into the G2 phase, but had no significant effect on the cell cycle progression of the phGC (Fig 9).

**Fig 9:**
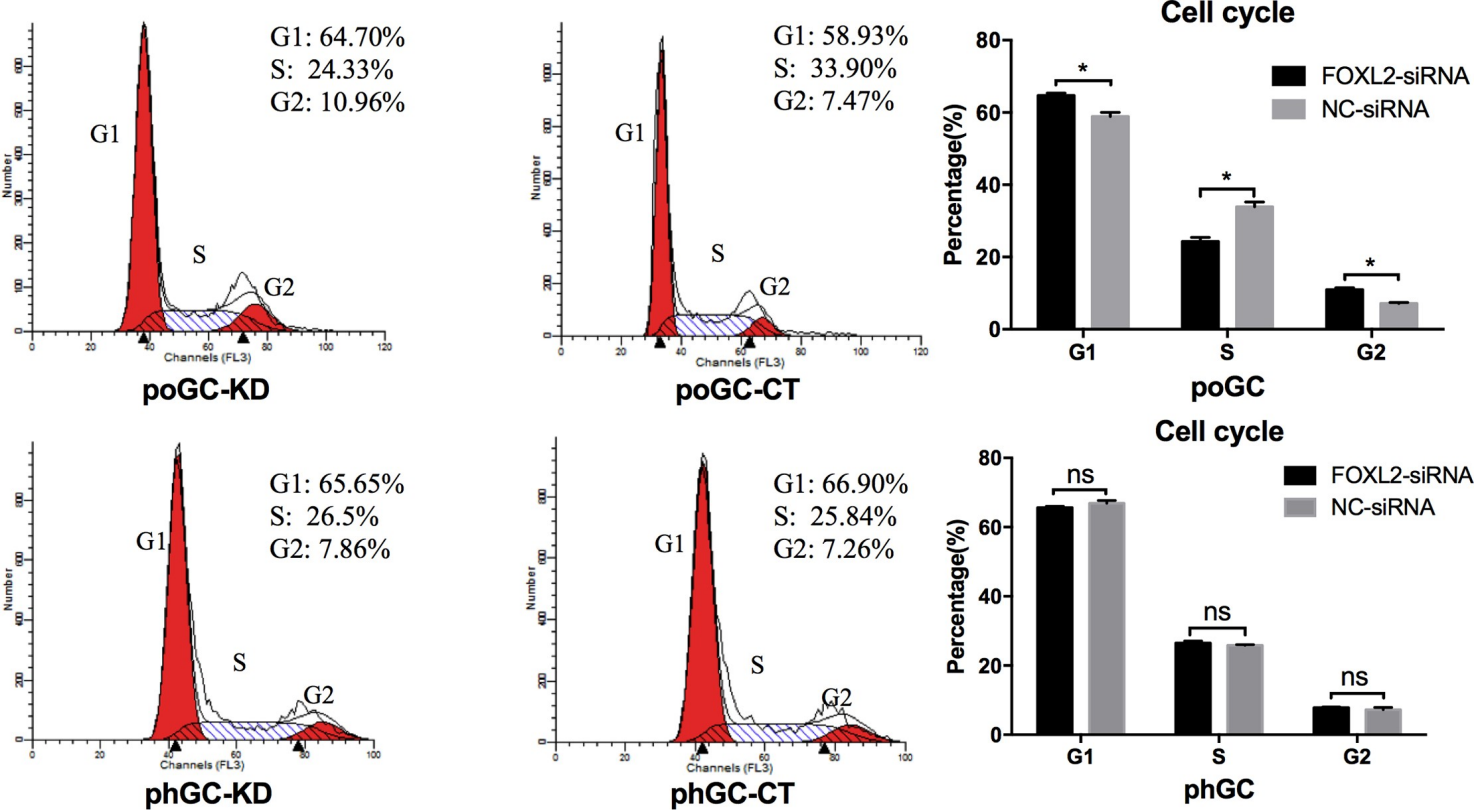
The effect of knocking down *FOXL2* on the cell cycle in chicken granulosa cells. PoGC and phGC were transfected with FOXL2-siRNA or NC-siRNA, and the distribution of cells by cell cycle phase was analysed using a flow cytometer 48 h post-transfection. Three independent experiments were repeated in triplicate. All the values are presented as the mean ± SD. The asterisks represent statistically significant differences (* indicates P < 0.05; ns indicates not significant).

## Discussion

In a previous study, we explored the roles of chicken *FOXL2* that was overexpressed in GCs, and the results from the RNA sequencing showed that *FOXL2* exerted differential functions in poGC and phGC. To confirm the difference in *FOXL2* function between these two stages of GCs, we used RNA-interfering technology to knock down *FOXL2* expression in both poGC and phGC and then performed transcriptome analysis to show the *FOXL2* functions in terms of GC biology. 

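Of the 13571 genes tested in both comparisons, 372 were DEGs in both, where independent lists of the same sizes would share 106 (Fisher's exact test, odds ratio 6.44, p = 8.88e-123). Of these, 172 were upregulated in both cell types, 179 were downregulated in both, and 21 changed in opposite directions. At an adjusted p-value under 0.05 in both comparisons (edgeR), 860 genes were shared, of which 807 changed in the same direction. Across all genes tested in both, the log2 fold changes had a Pearson's r of 0.357 and a Spearman's rho of 0.395, although genes are not independent replicates. The number of shared DEGs moved most with DESeq2's prior on fold changes, to 238. It was 358 with the replicate number as a block and between 355 and 380 with each library left out in turn.

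**Figure D2:**
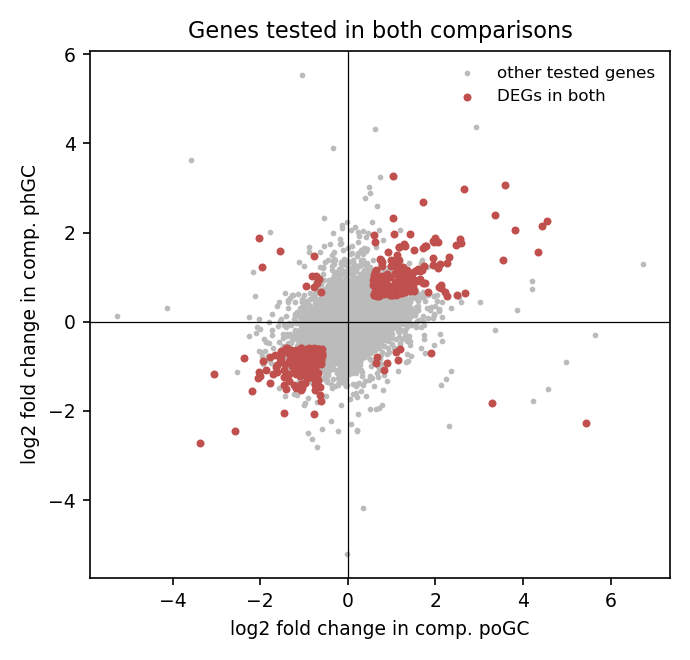
Log2 fold change of KD over CT in comp. poGC (horizontal axis) and in comp. phGC (vertical axis), with each of the 13571 genes tested in both as a point and the 372 DEGs of both comparisons in red. Most red points lie where both changes have the same sign, with 172 genes up in both and 179 down in both.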

Results from the transcriptome analysis showed that the expression of 1309 genes in the poGC and 775 genes in the phGC (267 genes were common to both) were significantly changed following *FOXL2* knockdown. Then, 33 randomly selected genes were subjected to qPCR, and the results were highly consistent with the DEGs determined based on the RNA-Seq data, validating our DEG analysis. It seems that FOXL2 plays a role in the transcriptional regulation of these genes directly or indirectly. Indeed, a portion of the potential transcription targets of FOXL2 have been reported to date. The gene encoding *StAR* involved in intramitochondrial cholesterol transport was transcriptionally repressed by *FOXL2* in human cells [10,21]. The expression of *CYP17A1* gene which plays a very important role in the synthesis of sex hormones, and encodes an enzyme responsible for estrogen production or androgen synthesis was also regulated by *FOXL2* in several mammalian models, including goat and mouse ovaries and human cells[22]. In addition, *FOXL2* was reportedly required for the transcription of *FST*[23], and the deletion of *FOXL2* might reduce *FST* expression in proliferating GCs, thus causing premature depletion of the ovarian reserve and inhibited formation of Sertoli-like cells in the ovary [24,25]. As previously described, other potential *FOXL2* transcription targets include *SOX9*, *CYP17A1*, *HAS2*, *FAS*, *PTGS2*, *BCL2A1* and so on. Among these and other genes, *FST*, *CYP19A1*, *FAS*, *PTGS2* and *BCL2A1* were reportedly activated by *FOXL2*, and *SOX9*, *CYP17A1* and *HAS2* were repressed by *FOXL2* [26]. Our transcriptome analysis results of these gene were also coincident with this expression pattern in chicken follicle. It furtherly confirmed the markable regulatory role of FOXL2 on these genes.

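In comp. poGC, 8 of these 9 genes had enough counts to be tested, and CYP19A1 did not. The genes reported as activated fell in poGC-KD, with log2 fold changes of -0.49 for FST (standard error 0.142, adjusted p = 0.0327), -1.06 for FAS (standard error 0.079, adjusted p = 2.98e-05), -1.09 for PTGS2 (standard error 0.072, adjusted p = 1.72e-05) and -1.71 for BCL2A1 (standard error 0.347, adjusted p = 0.00636). Of those reported as repressed, HAS2 rose from 71.6 ± 12.1 (SD, n = 4) to 143.4 ± 22.8 normalized counts, a log2 fold change of 1.00 (adjusted p = 0.00376, edgeR). SOX9 was not distinguishable from no change (0.14, adjusted p = 0.584). CYP17A1 fell from 6980 ± 1152 (SD, n = 4) to 4464 ± 495.8 normalized counts (log2 fold change -0.64, adjusted p = 0.00453, edgeR), and STAR from 3712 ± 162 to 2704 ± 136 (-0.46, adjusted p = 0.000316, edgeR). FST had an adjusted p of 0.0803 with the replicate number as a block, within a range from 0.014 to 0.0803 over the alternatives. BCL2A1 had an adjusted p of 0.163 in a single fit of the 16 libraries, within a range from 0.000216 to 0.163. In comp. phGC, 7 of the genes were tested, and CYP19A1 and BCL2A1 had too few counts. FAS fell (-0.67, standard error 0.10, adjusted p = 0.00492, edgeR), and HAS2 rose from 12.0 ± 1.76 to 31.5 ± 12.1 normalized counts (log2 fold change 1.38, adjusted p = 0.0398, edgeR). The adjusted p of HAS2 was 0.0893 with the replicate number as a block, within a range from 0.00325 to 0.108. PTGS2 (-0.37), SOX9 (0.60), CYP17A1 (0.40) and STAR (0.45) changed in the reported direction with adjusted p-values of 0.067, 0.281, 0.295 and 0.119. FST had a log2 fold change of 0.13 (adjusted p = 0.589). With p adjusted over the list alone, 5 genes in poGC and 4 in phGC had an adjusted p-value under 0.05 in the reported direction, against 5 and 2 with adjustment over all tested genes.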

GO and KEGG pathway analyses were performed to characterize the mechanisms of *FOXL2* action in both the poGC and phGC. As shown in Figs 4 and 5, GO and KEGG enrichment varied between comp. poGC and comp. phGC, indicating different molecular mechanisms of *FOXL2* in these two stages of GCs. Therefore, although both *FOXL2* interference affected them both, the effect was not the same as it was for the gene expression patterns of the two types of granulosa cells (poGC and phGC). 

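Whether the effect of the knockdown differed between the cell types was tested with an interaction term in an edgeR model of the 16 libraries. Of 14775 genes tested, 1367 had a different effect at an adjusted p-value under 0.05, with a log2 fold change that was higher in poGC for 661 and lower for 706. Their number was 1054 with the replicate number as a block, ran from 1061 to 1857 with each library left out in turn, and was highest with DESeq2, at 1908. The paper takes the varied enrichment in both comparisons as a sign of different molecular mechanisms of FOXL2 in these stages of granulosa cells.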

Since the genes, such as the epigenetic, hormone or cytokine factors, with expression patterns varied between the two kinds of cells following *FOXL2* interference, Wang suggested that *FOXL2* plays different roles at these two stages of chicken granulosa cell development: (1) promoting follicle selection in pre-hierarchical granulosa cells and (2) suppressing ovulation in pre-ovulatory granulosa cells [14]. Thus, GO and KEGG pathway analyses were performed to characterize the mechanisms of FOXL2. Many of the differentially expressed genes were annotated to biological functions, such as the TGF-beta pathway, oocyte meiosis, ECM-receptor interaction, cell cycle, p53 signalling pathway, and progesterone-mediated oocyte maturation. These biological processes directly or indirectly involve cell proliferation, differentiation, folliculogenesis and ovarian development. As already noted, the TGF-beta pathway can be promoted by *FOXL2* to influence GC proliferation and ovarian development [25]. The response to GO terms and KEGG pathways were enriched in our data. 

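Of 9 MCM genes, 8 were tested in comp. poGC and MCM7 is not among the symbols of the files. In poGC-KD, 6 of them were DEGs, all upregulated, and their family ranged in log2 fold change from -0.035 to 1.355. MCM5 rose from 2665 ± 183 (SD, n = 4) normalized counts in poGC-CT to 5642 ± 598 in poGC-KD, a log2 fold change of 1.08 (standard error 0.082, adjusted p = 3.32e-05, edgeR). In comp. phGC, none of the 8 was a DEG or had an unadjusted p-value under 0.05, and they ranged from -0.146 to 0.146. MCM5 itself had a log2 fold change of 0.005 in phGC (adjusted p = 0.978), which turned to -0.004 under upper-quartile normalization. Of 15 tested CDK genes, 2 were DEGs in comp. poGC. CDK1 rose from 2018 ± 42.3 (SD, n = 4) to 4721 ± 226 normalized counts (log2 fold change 1.23, standard error 0.046, adjusted p = 1.76e-06, edgeR). CDK2 rose from 1144 ± 87.7 to 2262 ± 180 normalized counts (log2 fold change 0.98, standard error 0.077, adjusted p = 3.88e-05, edgeR). At an adjusted p-value under 0.05 and any fold change, 4 CDK genes rose and 3 fell. In comp. phGC, CDK1 and CDK2 had log2 fold changes of 0.007 and 0.21 (adjusted p = 0.963 and 0.346), and that of CDK1 turned to -0.003 under upper-quartile normalization. CDK15 was a DEG in phGC (-0.74, adjusted p = 0.0867, and from 0.0149 to 0.16 over the alternatives).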

Many genes affecting cell biological functions were changed in Comp.po, such as minichromosome maintenance proteins (MCM) and cyclin-dependent kinases (CDK). MCM is one of the important regulators of eukaryotic DNA replication, not only regulates the initiation and elongation of DNA replication, but also plays an important role in DNA transcription and repair during meiosis and mitosis. And these genes are essential factors for normal ovarian development[27,28]. Research has shown that small, growing oocytes in mouse are not competent to mature into fertilizable eggs because they do not possess adequate amounts of cell cycle regulatory proteins, particularly cyclin-dependent kinase 1 (CDK1) [29]. As oocytes grow, they synthesize CDK1 and acquire the ability to mature. Follicle rupture during ovulation requires extracellular matrix (ECM) degradation at the apex of the follicle[30]. The p53 signalling pathway is involved in apoptosis, cell cycle progression and cell growth [31].

In a previous study, *FOXL2* was extensively reported to play an central role in essentially all stages of ovarian development and function, as well as in the lifetime maintenance of GC identity [32]. The overexpression of *FOXL2* was found to inhibit cell cycle progression at G1/S, thus interfering with cell proliferation and inducing apoptosis in granulosa cells [31]. Whether the situation is reversed during foxl2 expression interference remains to be studied?

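The lists on cell division were also compared between the cell types, as the difference of the log2 fold change in poGC and that in phGC, with limma's camera test on the interaction of the 16 libraries adjusted over 13 lists. The median difference was 0.12 for the cell cycle (70 of 109 genes higher in poGC, adjusted p = 0.0011) and 0.55 for DNA replication (25 of 28 higher, adjusted p = 0.0104). It was 0.97 for the MCM family (8 of 8 higher, adjusted p = 0.00904), 0.78 for the kinetochore (43 of 50 higher, adjusted p = 0.000107) and 0.905 for mitotic division (47 of 50 higher, adjusted p = 0.0011). These lists on cell division share genes, so that their results are not independent of each other. None of the other 8 lists had an adjusted p-value under 0.05, and the smallest was 0.136, for p53 signalling (median difference 0.03). Alternatives for these differences were chosen after seeing the data. With the replicate number as a block, DNA replication and the MCM family both had an adjusted p of 0.0798, with medians of 0.54 and 0.97 and ranges over the alternatives from 3.13e-18 and 7.24e-12 to that value. The cell cycle, the kinetochore and mitotic division stayed at adjusted p-values of 0.0357, 0.015 and 0.0357 with the block.

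**Figure D3:**
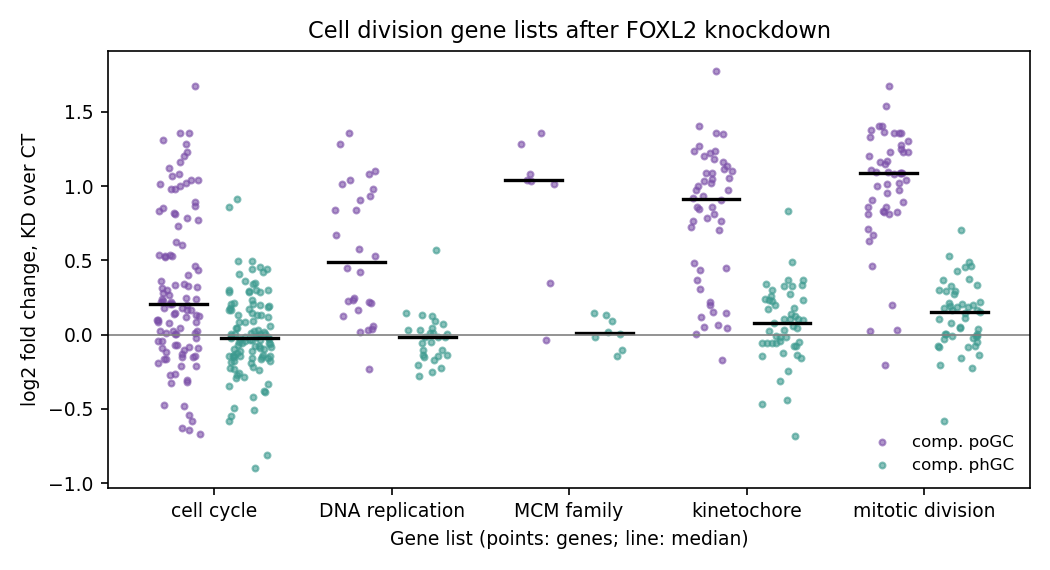
Log2 fold change of KD over CT (vertical axis) of the genes of 5 hand-made lists in comp. poGC and comp. phGC, with each gene as a point and the median of each list as a line. The poGC medians run from 0.205 for the cell cycle to 1.09 for mitotic division, and the phGC medians from -0.025 to 0.15, where those of DNA replication and the MCM family change sign between fits that leave out a library.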

Considering that many different functions enriched with DEGs in the comp. poGC group, but not in comp. phGC group, are associated with cell division, DNA replication, cell cycle and mitotic activity, we conducted further experiments to evaluate the effects of *FOXL2* on cell proliferation, DNA replication, apoptosis and cell cycle progression. Thus, we further examined cell proliferation, DNA replication, apoptosis, and the number of cells in each cell cycle phase by experiments designed to determine the effect of *FOXL2* knockdown in the poGC and phGC. The results showed that the cell viability in poGC-KD group was profoundly and significantly higher than that of the poGC-KD group 48 h post-transfection. The results showed that the poGC-KD group had cells with more active DNA synthesis than those in the control poGC-CT group. In addition, the apoptosis rate for the poGC-KD group was less than that of the poGC-CT group. The proportion of poGC-KD in the G2 phase was significantly higher than that of poGC-CT. In contrast to these measures during overexpression, *FOXL2* silencing promoted cell proliferation, mitosis, apoptosis and DNA synthesis in the poGC. These results further confirmed the notable role of *FOXL2* in regulating cell cycle progression, cell proliferation, apoptosis and DNA replication in poGC. The results from the CCK-8 assays showed that *FOXL2* inhibited poGC proliferation in a manner that resembled the role of *FOXL2* in human cervical cancer cells [33]. The results from the EdU assay indicated an inhibitory effect of *FOXL2* on the DNA synthesis of the poGC, a finding that was consistent with the CCK-8 results. In addition to the many studies on mammal granulosa cells have shown role of *FOXL2* in apoptosis [2,34,35], we also observed that chicken *FOXL2* knockdown decreased the cell apoptosis rate in the poGC. The role of FOXL2-regulation in the cell cycle in granulosa cells has also been published [7,31,34].

The results consistently revealed that *FOXL2* functioned differently in the poGC and phGC, findings consistent with the those of our GO and KEGG enrichment analyses. *FOXL2* knockdown promoted cell proliferation and DNA replication, decreased cell apoptosis, and promoted mitosis by promoting the transition of poGC into the G2 phase, while none of these cell activities were affected by FOXL2-silencing in the phGC. It can be inferred that, *FOXL2* inhibits in poGC proliferation, probably by decreasing DNA replication and increasing apoptosis, and inhibits mitosis by regulating the cell cycle. Considering the fact that *FOXL2* is expressed at significantly higher levels in the poGC than in the phGC [14], it seems that *FOXL2* is of greater importance in regulating the functions of poGC. Since *FOXL2* silencing can promote apoptosis and proliferation of poGC, we hypothesized that *FOXL2* could inhibit premature ovulation of large follicles by preventing the over-proliferation of poGC. However, similar results were not found for the phGC. One reason might be that pre-hierarchical follicle growth was restricted; thus, the pathways associated with cell proliferation were blocked. *FOXL2* silencing was insufficient to activate these pathways; more factors were required. It seems that *FOXL2* plays a key role in follicular development. However, in follicular selection, it may participate but is not a key regulator.

In summary, our study indicated that a number of FOXL2-regulating genes play notable roles in the granulosa cell cycle and in proliferation and apoptosis through various related pathways, which should be further investigated in terms of follicular development.

## Supporting information

S1 Table Tequences of siRNA. (DOCX) Click here for additional data file.

S2 Table Primers for qPCR. (DOCX) Click here for additional data file.

S3 Table Statistics of the sequencing reads mapping to the reference genome. (DOCX) Click here for additional data file.

S1 File (XLSX) Click here for additional data file.

S2 File (XLSX) Click here for additional data file.

S1 Raw Images (PDF) Click here for additional data file.

# Supplementary material for: Transcriptome sequencing revealed that knocking down FOXL2 affected cell proliferation, the cell cycle, and DNA replication in chicken pre-ovulatory follicle cells
**Source:** PLoS One. 2020 Jul 9;15(7):e0234795. doi: 10.1371/journal.pone.0234795
**Supplement:** S1 Table

**S1 Table. sequences of siRNA**

| Gene Symbol | Primer Sequence (5’-3’) |
| --- | --- |
| FOXL2-siRNA | GCCUCAACGAGUGCUUCAUTT  AUGAAGCACUCGUUGAGGCTT |
| NC-siRNA | UUCUCCGAACGUGUCACGUTT  ACGUGACACGUUCGGAGAATT |

# Supplementary material for: Transcriptome sequencing revealed that knocking down FOXL2 affected cell proliferation, the cell cycle, and DNA replication in chicken pre-ovulatory follicle cells
**Source:** PLoS One. 2020 Jul 9;15(7):e0234795. doi: 10.1371/journal.pone.0234795
**Supplement:** S2 Table

**S2 Table. Primers for qPCR**

| Primer Name | Primer Sequence (5’-3’) | Product Size (bp) | Tm(℃) |
| --- | --- | --- | --- |
| GAPDH-F  GAPDH-R | GAGGGTAGTGAAGGCTGCTG  CACAACACGGTTGCTGTATC | 199 | 58 |
| FOXL2-F  FOXL2-R | TGTCCGGGATCTACCAGTAC  CTCGAACATGTCCTCGCA | 188 | 58 |
| ACTA2-F  ACTA2-R | TATTTTCCTGCCTTAAACTCA  AAGAGTTCAGAAATATGCAC | 168 | 58 |
| ALDH1A3-F  ALDH1A3-R | GTAGGGCTAATACAACTGACA  CATTTAGGGCTAGAATATCACCA | 176 | 58 |
| ASTN2-F  ASTN2-R | ATGAGTACACAGACACGGACCT  TCGTGTGTCCACCGCATACAGT | 200 | 58 |
| B3GALT5-F  B3GALT5-R | CCAGCTTTGTGATGAAAACTGAC  TCTTCAATCCTCACGTTCCAC | 166 | 58 |
| BFSP1-F  BFSP1-R | TGCCCGAACCTAGTGAACC  TTTTCCCCATTCAAATAGGTCT | 122 | 58 |
| BHMT-F  BHMT-R | ACCACTTGCTTTCCATACAC  AAATCCACAGCAGCCTCCAA | 166 | 58 |
| BMP3-F  BMP3-R | ATTGTGCCCGACGCTATCTCA  CCGACAGCTCTCACTATGCTCT | 175 | 58 |
| COL6A3-F  COL6A3-R | ATTTCCCACCTCGTAAGCAAC  ATGATCTTCTCTTTGGATCCGTA | 173 | 58 |
| COL8A1-F  COL8A1-R | GTTCAAATGCCATCCGAGCAG  AAAATGGTCCAAAACGGTCA | 200 | 58 |
| CSRP2-F  CSRP2-R | GCACAAGAACTGCTTCCGAT  TGCTCCCTGACCATAGCCAA | 142 | 58 |
| DIRAS2-F  DIRAS2-R | TTACTCTATCACCAGCCGACA  GGTCTCCATGAATGCACAC | 196 | 58 |
| EGFL7-F  EGFL7-R | GCAGATCCCTCCAGTGAAGT  AGTTGCTGGAGGGAGTGGGA | 173 | 58 |
| EML4-F  EML4-R | TGCCTTCTTGATCTAACAC  TTAGTCCGTTATTAAGTAGCC | 168 | 58 |
| FBLN5-F  FBLN5-R | CCGATCTTCTCCGTTACTCG  GGTCAAACCCATTAGTGCAT | 249 | 58 |
| FGF16-F  FGF16-R | ATTCAGGACTCTACCTCGGCAT  CCGTCCTTGTTCAGAGCCACGTA | 178 | 58 |
| FYB-F  FYB-R | AGCTGGATACACTAAAACCC  TTTCTTCACTCTCTTGTGCTT | 176 | 58 |
| GGT5-F  GGT5-R | CATCAGGCATCCTTGGCAAC  TTGCCACAACTGCCTTAGCTT | 136 | 58 |
| IGSF11-F  IGSF11-R | CCCTCCCAGCCTAGCCTCA  CTGCCCCACACTGGTCGTT | 162 | 58 |
| KCNK5-F  KCNK5-R | TGCCATCACTGGGAACAACACT  ATGTCAAGCACAGAGGAACTCCA | 170 | 58 |
| LFNG-F  LFNG-R | CCAGCATTCGCACCATTCCC  CTCCTCCCTCTTCTCCCCGTA | 128 | 58 |
| NR0B1-F  NR0B1-R | GCTCTTCAACCCGGATCTACCTG  CAAATCTGGCTTGGTCACCT | 125 | 58 |
| OPCML-F  OPCML-R | CGCGTCCACCTCATCGTGCAA  TGCACTCATACTCGCCCGACT | 226 | 58 |
| SCIN-F  SCIN-R | CTTACTCAGCAGACCCTCGT  GTGGTGCTTCCTCATACTCCA | 166 | 58 |
| SLC16A12-F  SLC16A12-R | GCGAATGCCTCTCTGTTCACC  ACGCTCAAAGCATAAGGCACT | 183 | 58 |
| SLC26A3-F  SLC26A3-R | GCAGTGTCCTTCCTTGATTT  GAAGAACATGGATGGCTTGA | 168 | 58 |
| SLC1A6-F  SLC1A6-R | GCGAACTCGATTATTTGTCCA  TCTGCATAACCCCATGTCGTA | 186 | 58 |
| SLC35F3-F  SLC35F3-R | CGCCCTTCACTCTAACGTGGT  CCTCTGCTTCGGAGACTGCT | 110 | 58 |
| SYTL2-F  SYTL2-R | ATCATGAACACGTATTACCAG  TTGAGATCTTCCAATGCACCA | 178 | 58 |
| TAGLN-F  TAGLN-R | ACATGTTCCAGACCGTTGACC  AGCCAATGATGTTCTTGCCCTC | 201 | 58 |
| TMEM72-F  TMEM72-R | TGCAGCTTCACTCCAACCAG  TTCAGTCTCGCTCTCCGCATC | 124 | 58 |
| TRIL-F  TRIL-R | CTGTTCCTCTGCAACCTGTC  CCAAAGCGGTCAAAGAGCAG | 131 | 58 |
| TYRP1-F  TYRP1-R | GGGCAAACACATTTATCACCA  TTGTATTCCCGGTTATGTCCA | 152 | 58 |

# Supplementary material for: Transcriptome sequencing revealed that knocking down FOXL2 affected cell proliferation, the cell cycle, and DNA replication in chicken pre-ovulatory follicle cells
**Source:** PLoS One. 2020 Jul 9;15(7):e0234795. doi: 10.1371/journal.pone.0234795
**Supplement:** S3 Table

**S3 Table. Statistics of the sequencing reads mapping to the reference genome.**

| Group | Sample-ID | Total Reads | Mapped Reads | Mapping rate | Clean reads | ≥Q30% |
| --- | --- | --- | --- | --- | --- | --- |
| poGC-KD | T1 | 70,837,046 | 59,730,612 | 84.32% | 35,418,523 | 92.16% |
|  | T2 | 67,424,554 | 57,748,459 | 85.65% | 33,712,277 | 92.53% |
|  | T3 | 83,069,318 | 70,998,316 | 85.47% | 41,534,659 | 92.44% |
|  | T4 | 68,496,780 | 58,315,623 | 85.14% | 34,248,390 | 92.56% |
| poGC-CT | T5 | 56,936,516 | 45,875,836 | 80.57% | 28,468,258 | 92.53% |
|  | T6 | 72,244,976 | 59,510,138 | 82.37% | 36,122,488 | 92.60% |
|  | T7 | 78,594,910 | 66,796,915 | 84.99% | 39,297,455 | 92.26% |
|  | T8 | 74,480,156 | 63,860,194 | 85.74% | 37,240,078 | 92.67% |
| phGC-KD | T9 | 62,409,956 | 54,531,223 | 87.38% | 31,204,978 | 92.65% |
|  | T10 | 43,307,336 | 36,257,862 | 83.72% | 21,653,668 | 92.24% |
|  | T11 | 48,788,854 | 42,516,863 | 87.14% | 24,394,427 | 90.88% |
|  | T12 | 47,655,894 | 41,115,729 | 86.28% | 23,827,947 | 90.71% |
| phGC-CT | T13 | 43,815,750 | 37,293,795 | 85.12% | 21,907,875 | 91.74% |
|  | T14 | 46,628,890 | 39,671,774 | 85.08% | 23,314,445 | 91.08% |
|  | T15 | 45,877,730 | 38,603,474 | 84.14% | 22,938,865 | 90.80% |
|  | T16 | 46,767,982 | 39,588,746 | 84.65% | 23,383,991 | 91.33% |

# Supplementary material for: Transcriptome sequencing revealed that knocking down FOXL2 affected cell proliferation, the cell cycle, and DNA replication in chicken pre-ovulatory follicle cells
**Source:** PLoS One. 2020 Jul 9;15(7):e0234795. doi: 10.1371/journal.pone.0234795
**Supplement:** S1 Raw Images

1 **Table 1. Full-length gels and blots of western blot.**

2

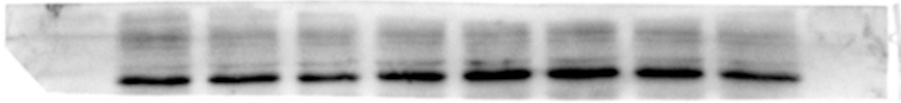

3 Fig. 1 PoGC cells transfected with *FOXL2*-siRNA or NC-siRNA, respectively, and the expression of  
4 FOXL2 protein detected by Western blot at 48 h post-transfection.

5

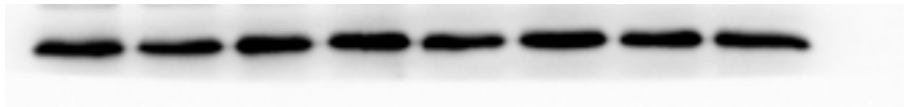

6 Fig. 2 PoGC cells transfected with *FOXL2*-siRNA or NC-siRNA, respectively, and the expression of  
7 GAPDH protein detected by Western blot at 48 h post-transfection.

8

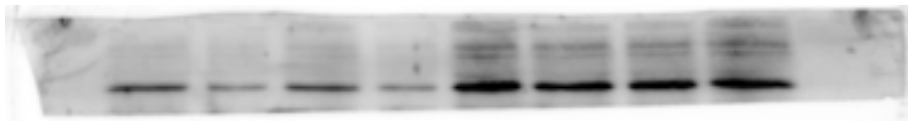

9 Fig. 3 PhGC cells transfected with *FOXL2*-siRNA or NC-siRNA, respectively, and the expression of  
10 FOXL2 protein detected by Western blot at 48 h post-transfection.

11

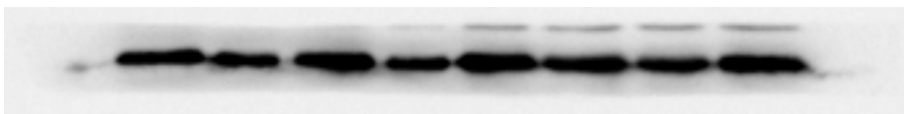

12 Fig. 4 PhGC cells transfected with *FOXL2*-siRNA or NC-siRNA, respectively, and the expression of  
13 GAPDH protein detected by Western blot at 48 h post-transfection.

14

How the deposited data were processed for this re-analysis (not part of the article)

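RNA-Seq of chicken granulosa cells was analysed from 16 libraries, 4 for each cell type (poGC and phGC) and siRNA, collected 48 h after transfection with FOXL2-siRNA (KD) or NC-siRNA (CT). As the paper describes, the authors removed reads with adapters, low quality or poly-N and mapped the rest to the chicken genome with TopHat2. The authors then deposited, for each library, a raw count of reads per gene, without normalization. They also deposited an FPKM value per gene, which the authors scaled by transcript length and mapped fragments. The counting program, its gene annotation and its strand setting are not named in the paper's text. The count totals exceed the clean read pairs of S3 Table, so that both mates of a pair appear to have been counted. Genes without a read in any library are absent from the files. The files hold 18151 gene rows under 18053 symbols, and 187 rows share their symbol with another row. Such rows were kept and tested apart.

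Every test started from the counts. As a measure of expression, FPKM values were used only to compare the interferon-stimulated genes under another scaling. Library totals ran from 29979116 counts in a phGC-KD library to 56121795 in a poGC-KD library, and between 15524 and 16400 gene rows had a count in a library. The precision of each value is given by its spread between the 4 libraries of a group, which includes counting error. No reference genome was used here.

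Each KD group was compared with the CT group of its cell type by edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3). Counts were normalized by TMM, and genes were filtered by filterByExpr. DEGs were counted at the paper's criteria, a fold change above 1.5 and an unadjusted p-value under 0.05, without a block. A separate count used a Benjamini-Hochberg adjusted p-value under 0.05 and no fold threshold. The difference in effect between the cell types was an interaction term in an edgeR model of all 16 libraries with a mean per group. Normalized counts are counts divided by the TMM library size and multiplied by the mean library size of the comparison. Differences of single measures between 4 and 4 libraries were tested by two-sided exact permutation over the 70 ways to choose them.

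Groups of genes were tested with 13 lists of gene symbols compiled by hand from the names of the terms and pathways in the paper and from markers of other cell types. They were not taken from KEGG or GO and differ from the lists behind Fig 4 and Fig 5. Limma's camera test (limma 3.58.1) was run on log2 CPM with a prior count of 1 and the correlation between genes estimated for each list. Fisher's exact test for an excess of DEGs, one-sided, used all tested genes as the background. Both were adjusted over the 13 lists of a comparison. Lists on cell division share genes, and their p-values are not independent of each other.

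The lists, the groups, the main tests, the alternatives and the rule for naming genes were set before the data were examined, apart from those that the closing section names as chosen later. The rule allowed the genes that the paper names, those of Fig 3, S2 File and the lists, and the 5 largest rises and 5 largest falls of each comparison among genes with an adjusted p-value under 0.05, a fold change above 1.5 and no overlap between KD and CT libraries. The alternatives were upper-quartile normalization, DESeq2 (version 1.42.0) with and without a prior on fold changes, all genes with at least 1 count, only genes with at least 10 counts in every library, the replicate number as a block, a single fit of all 16 libraries, a fixed correlation of 0.01 between genes in camera, poGC counts thinned at random to the phGC totals, and leaving out each library in turn. The block rests on the replicate numbers in the sample labels, and whether libraries of the same number came from the same hen is not known.

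The steps were tested on simulated data, drawn with the mean of each gene in the poGC libraries and with changes put into known genes. The spread followed its trend with expression level, not the own spread of each gene, and genes were drawn independently. Far fewer genes were changed than in the real poGC libraries, so that the shares of false calls need not hold there. The edgeR test found 158 of 196 changed genes (80.6%) at an adjusted p-value under 0.05, with 4 false calls. DESeq2 found 159 with 19 false calls. The interaction term found 136 of 200 with 11 false calls. A list of 20 raised genes had a camera p of 6.05e-06, and 0 of 100 unchanged lists had a p under 0.05.

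The qRT-PCR, Western blot, CCK-8, EdU and flow cytometry experiments were not analysed here, since the files hold RNA-Seq values only. The GO annotation and the DAVID enrichment were not used here.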

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

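Chosen only after the results were seen were the tests of the interferon-stimulated genes between cell types with their splits, the splits for the differences of gene lists, and the tests of the slope of the qRT-PCR genes and of a smaller response in phGC, and the comparison of poGC-KD with phGC levels.

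A single library lay far from the other 3 of its group in 2 of 76 measures by group, where chance gives 3.8. The mean log2 CPM of the kinetochore genes was 4.54 in poGC-KD replicate 4, against 4.652 to 4.659 in the other poGC-KD libraries. That of the focal adhesion genes was 5.255 in poGC-CT replicate 2, against 5.321 to 5.331. The gap to the nearest library was 0.941 and 0.868 of the range of the group, above Dixon's 95% critical value for 4 libraries. No biological explanation was tested for either library.

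The effect of the knockdown differed between poGC and phGC for 1367 genes by the interaction term. With the KD and CT libraries taken as pairs by their numbers, 1054 genes differed, and 1 of 8 splits of the pairs, the real split itself, gave as many. With 8 splits, those that part as many same-numbered pairs, the share is never under 0.125. Of all 35 splits of the pairs, the real split alone gave as many (a share of 0.0286), and the largest number from any other was 1 gene.

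The lists on cell division also differed in their change between the cell types. The median difference of the log2 fold changes was 0.12 for the cell cycle, 0.55 for DNA replication, 0.973 for the MCM family, 0.778 for the kinetochore and 0.905 for mitotic division. For each of these 5 differences, 1 of 8 splits, and 1 of all 35, gave a camera p as small, the real split in each case. Lists matched on expression level and gene length do not account for the rise of the cell cycle genes in poGC, since 0 of 10000 random lists had a median as high (share 1e-04, the smallest these draws can give). The same share was found for the other 4 lists. A smaller response of all genes in phGC may account for a part of the difference and does not account for all of it. The 95 listed upregulated DEGs of poGC had a median of 1.041 in poGC and 0.093 in phGC. Other upregulated poGC DEGs drawn to match them also changed less in phGC, where they had a median of 0.316, and none of 10000 draws was as low (share 1e-04, again the smallest). Both groups of genes were chosen as changed in poGC, which by itself gives smaller changes in phGC.

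A lower starting level was weighed for each list. The mean log2 CPM in poGC-CT was under that in phGC-CT by a difference of -0.093 for the cell cycle, -0.449 for DNA replication and -0.536 for the MCM family (two-sided exact permutation tests, p = 0.0286 each). The mean was not lower for the kinetochore (0.073, exact p = 0.257) or for mitotic division (0.032, exact p = 0.743). The medians of these lists were lower in poGC-CT, at -0.113 and -0.172, with 29 of 50 genes lower in each (camera adjusted p = 0.723 and 0.896, limma). These gaps are small beside the rises of the means in poGC, 0.794 and 0.989, so that a lower start does not account for them. After knockdown, the poGC-KD libraries lay above all phGC libraries for the cell cycle, the MCM family, the kinetochore and mitotic division, which goes beyond the removal of a lower start. For DNA replication they overlapped phGC-CT (5.442 to 5.497 against 5.27 to 5.483), and a lower start remains as a possible explanation for the rise of that list. A smaller fall of FOXL2 in phGC was tested in part. The changes of the qRT-PCR genes in phGC had a slope of 0.765 on those in poGC, but these genes were all changed in both cell types, so that the slope cannot settle it. If a smaller fall of FOXL2 lowered all responses alike, other DEGs would be as low in phGC as the listed ones, and none of the draws above was. A smaller fall that acts more on the listed genes than on others was not tested.

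Interferon-stimulated genes, which the paper does not compare between the control groups, were higher in poGC-CT than in phGC-CT by a median of 4.368 on the log2 scale. All 37 tested genes of the list were higher (camera adjusted p = 0.000359, limma), and 1 of 8 splits, and 1 of all 35, gave a camera p as small, the real split in both. IFNB and TLR3 were chosen after their values were seen. IFNB had 2224 ± 363 normalized counts (SD, n = 4) in poGC-CT and 11.1 ± 4.64 in phGC-CT, and TLR3 had 719 ± 59.9 and 6.11 ± 7.28. RSAD2 had 56250 ± 2475 and 254.9 ± 65.3, and MX1 6040 ± 1002 and 68.96 ± 9.83.

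Library size or composition does not account for this gap, since the mean of the list still differed by at least 4.424 under 3 other scalings. The endothelial and blood list did not pass camera between the control groups (adjusted p = 0.667, limma), although its median was 0.686 higher in poGC-CT. Its mean log2 CPM was 0.176 higher there, without overlap (exact permutation p = 0.0286). In poGC-KD it was on average no higher than in phGC-CT (difference -0.119), while the mean of the interferon-stimulated genes was 7.195 against 2.468. Between the KD groups the mean of the markers was higher in poGC, at 1.34 against 1.224, with overlap. Knockdown itself changed that mean by -0.294 in poGC. The comparison across siRNAs therefore argues against cells with these markers as the source of the gap without excluding them. Cells without these markers were not tested. A single culture does not account for the gap, as the lowest poGC library lay 4.474 above the highest phGC library. Neither does a difference between the siRNAs, as poGC-KD lay 5.03 above phGC-KD. Batch or infection remain, since 0 labels give a batch, a hen or an infection. The paper's methods describe follicles of both stages as taken from 4 hens, which goes against different hens for the cell types. A response of the poGC cultures to transfected RNA is a hypothesis that may be tested with untransfected cultures, which were not analysed here. The gap cannot be told apart from a difference of batch or infection.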

How the results depend on the processing

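The alternatives for the differences of gene lists between the cell types, for the interferon-stimulated genes between the control groups and for halved counts were chosen after seeing the data. Where a result changed, the cause was not tested.

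In comp. poGC, the number of DEGs stayed between 1310 and 1799 under all alternatives run for it, against 1611. The number of genes at an adjusted p-value under 0.05 stayed between 3146 and 4640, against 4138 (2187 up, 1951 down), and was not computed for thinned counts. Falls outnumbered rises among these genes with upper-quartile normalization (1975 up, 2097 down). They also did with at least 10 counts in every library (2103 up, 2105 down) and with halved counts (2043 up, 2095 down). In the other fits rises were at least as many. The fall of FOXL2 in poGC stayed past an adjusted p of 0.05 in each fit, with log2 fold changes from -0.746 to -0.624. The number of genes whose knockdown effect differed between the cell types stayed between 1054 and 1908. Higher FOXL2 in poGC-CT than in phGC-CT stayed past the threshold in each fit, from 0.304 to 0.505. For the cell cycle and the kinetochore, the rise in poGC and its difference from phGC stayed past the threshold in each fit. With halved counts, which test whether counting both mates of a pair matters, 1556 genes were DEGs in comp. poGC and 941 in comp. phGC.

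Replicate block. The mean correlation of KD and CT libraries with the same replicate number was -0.033 in poGC and -0.012 in phGC after subtraction of the group means. With the block, 1587 genes were DEGs in comp. poGC and 988 in comp. phGC. The medians of DNA replication (0.494), the MCM family (1.04), mitotic division (1.08) and theca and smooth muscle markers (-0.24) in poGC kept their direction and lost an adjusted p under 0.05. The same held for the differences between cell types of DNA replication (0.543) and of the MCM family (0.967). The 1 reported target left in phGC at an adjusted p under 0.05 compares with 2 without the block. The interferon-stimulated genes were higher in poGC-CT than in phGC-CT by a median of 4.376.

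DESeq2 and a single fit. In comp. phGC, 2273 genes passed an adjusted p of 0.05 with DESeq2, 2260 with its prior on fold changes and 2575 with a single fit of all 16 libraries, against 1379. FOXL2 in phGC then passed the threshold in each of these, at -0.434, -0.391 and -0.425. Reported targets in phGC numbered 4 in each of the 3. The prior on fold changes also lowered the phGC DEGs to 573 and the shared DEGs to 238. A single fit brought the endothelial and blood markers in poGC (-0.361) past the threshold. On simulated counts, 10.7% of the calls of DESeq2 and 2.47% of the calls of edgeR were false. Those counts had few changed genes and a spread set by expression level alone, so that these shares need not hold for the real libraries. A larger count is not by itself a better one.

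Filters and normalization. Reported targets in phGC numbered 1 with all genes of at least 1 count and 1 with genes of at least 10 counts in every library. The median of cytokines and their receptors in phGC reversed to -0.0722 with all genes of at least 1 count. That of the ECM-receptor genes in poGC, 0.007, reversed to -0.012 with upper-quartile normalization and to -0.00652 with genes of at least 10 counts in every library. MCM5 and CDK1 in phGC, both near 0, reversed to -0.004 and -0.003 with upper-quartile normalization. Upper-quartile normalization shifted the median log2 fold change of all genes by -0.02 in poGC and -0.01 in phGC.

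Fixed correlation between genes. With a correlation of 0.01 in camera, these lists came past the threshold with unchanged medians, which the setting cannot move: interferon-stimulated genes in poGC (-0.201) and phGC (-0.191), endothelial and blood markers in poGC (-0.378), mitotic division in phGC (0.149) and theca and smooth muscle markers in phGC (-0.265).

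Leaving out each library in turn, 8 fits per cell type. In poGC, the median of DNA replication ran from 0.438 to 0.534 and 1 fit lost the threshold, and that of the MCM family ran from 1.00 to 1.06 and 3 fits lost it. The ECM-receptor median ran from -0.0448 to 0.032 and that of focal adhesion from -0.0422 to 0.0033. In phGC, genes at an adjusted p under 0.05 ran from 662 to 1949, and FOXL2 ran from -0.542 to -0.33 and passed the threshold in 2 fits. Reported targets in phGC ran from 1 to 2. Medians in phGC reversed in some fits for DNA replication (-0.0742 to 0.0164), the MCM family (-0.0175 to 0.0556) and focal adhesion (-0.00266 to 0.0811). MCM5 ran from -0.078 to 0.042 and CDK1 from -0.03 to 0.056 in phGC. The differences of the cell division lists between cell types stayed past the threshold in all 80 fits.

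Single genes. With the block, FST and TCF21 in poGC and HAS2 in phGC lost the threshold, as HAS2 in phGC did with all genes of at least 1 count. PTGS2 and STAR in phGC passed it with DESeq2, with and without the prior, and in a single fit, where CDK15 in phGC also passed it and BCL2A1 in poGC lost it. In at least 1 fit that left out a library, FST and TCF21 in poGC and HAS2 and SLC26A11 in phGC lost the threshold, and PTGS2 and STAR in phGC passed it. By setting, 3 of 35 genes changed with the block, 2 of 35 with DESeq2 and 4 of 31 in a single fit.

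The alternative for the pseudocount concerned FPKM values and was not run, since the tests start from counts. DESeq2 was not applied to gene lists, which were tested by camera on log2 CPM. Under the stricter filter, 24 of the 35 single genes were left to test. A gene to which DESeq2 gave no adjusted p was taken as not past the threshold. Low counts limit what is known of CYP19A1, with at most 2 counts in a poGC library and 3 in a phGC library, and of BCL2A1 in phGC, with at most 11. The rise of S1PR2 in poGC was uncertain in size, with a log2 fold change of 5.66 that DESeq2's prior brought to 0.467. S1PR2 had 489.2 ± 328.8 normalized counts (SD) in poGC-KD and 9.045 ± 15.88 in poGC-CT. TYRP1 and IGSF11 had similar means in poGC-CT, 12.4 and 12.8, but log2 fold changes of at least 3.512 and 3.432 over the alternatives. Whether low or uneven counts caused the change of S1PR2 under the prior was not tested.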

Differences from the paper's values

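No test of a cause is reported in this part, and none of its alternatives was chosen after seeing the values.

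FOXL2 left after knockdown was 0.625 of the control in poGC, against the paper's about 0.30 in Fig 1A, read by eye. It was 0.741 in phGC, against the paper's about 0.28 in Fig 1A, read by eye. The figure shows qRT-PCR, and the values here are RNA-Seq counts. None of the alternatives set before the data were examined closed either gap. The fraction ran from 0.596 to 0.649 in poGC and from 0.687 to 0.796 in phGC, leaving out libraries included.

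The log2 fold change of CMBL in poGC was 3.83, against the paper's 3.13677 in S2 File. Among the alternatives set before the data were examined, DESeq2's prior on fold changes closed the gap, at 3.145. Thinned counts gave 4.092, and the others that were run gave 3.811 to 3.849. CMBL was not refitted with libraries left out. With the prior, the other poGC genes of S2 File also lay close to the paper's values, for example PROK2 (0.736 against 0.735126). In phGC the prior moved values away from the paper's. ACKR4 in phGC was -0.854 with it and -1.531 in the main test, against the paper's -1.54122.

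The paper gives fewer DEGs, 1309 in comp. poGC, 775 in comp. phGC and 267 in both, against 1611, 1006 and 372 here. DESeq2's prior on fold changes gave 1310 (691 up, 619 down), 573 (311 up, 262 down) and 238. In both comparisons the paper has more downregulated than upregulated genes, whereas here 843 rose and 768 fell in poGC and 525 rose and 481 fell in phGC. Falls outnumbered rises with upper-quartile normalization in poGC (806 up, 822 down) and phGC (506 up, 508 down). In poGC they also did without poGC-KD replicate 3 (816 up, 831 down) or poGC-KD replicate 4 (787 up, 835 down). In phGC they did without phGC-KD replicate 1 (479 up, 491 down), phGC-KD replicate 2 (515 up, 571 down) or phGC-CT replicate 2 (501 up, 517 down), and without phGC-CT replicate 3. Under the other alternatives, DESeq2 and its prior included, rises outnumbered falls.

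The paper calls FOXL2 lower in phGC-KD. Here its log2 fold change of -0.43 had an adjusted p of 0.0878 (edgeR, from 0.0237 to 0.195 over the alternatives). FOXL2 is the target of the siRNA, and its unadjusted p was 0.0131 (edgeR). The adjusted p passed 0.05 with DESeq2, with and without the prior, and in a single fit of the 16 libraries. It also did in 2 of 8 fits that left out a library.

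The paper reports the pattern of the known targets as following earlier work. Here STAR (-0.46) and CYP17A1 (-0.64) fell in poGC, where repressed genes would rise, and FST had 0.13 in phGC, where an activated gene would fall. No alternative changed the sign of these 3 values.

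The paper counts the p53 pathway as enriched in comp. poGC and focal adhesion and Jak-STAT signalling in comp. phGC. With hand-made lists, their Fisher's exact tests had adjusted p-values of 0.0624, 0.0714 and 0.0714. Taken without adjustment, their p-values were 0.048, 0.0384 and 0.0348, under 0.05.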

Other observations

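Tests chosen only after the results were seen are those of the top genes left out, the theca markers with the endothelial and granulosa markers beside them, S2 File, the shared direction, the exchanged rises and falls, and the splits for the reported targets and the qRT-PCR genes.

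FOXL2 was higher in poGC-CT, with 30070 ± 1486 normalized counts (SD, n = 4), than in phGC-CT, with 22920 ± 3903 (log2 difference 0.39, adjusted p = 0.00972, edgeR, exact permutation p = 0.0286). Cell type and any batch of libraries cannot be told apart in this comparison.

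Comp. poGC had more DEGs than comp. phGC. Larger libraries do not account for this, since 1556 genes were DEGs after the poGC counts were thinned to the phGC totals. The coefficient of variation between replicates was 0.225 in phGC and 0.222 in poGC, which is nearly equal. It is a single value for all genes, and single genes differed. The standard error of the log2 fold change was larger in phGC for CDK1 (0.0714 against 0.0462) and STAR (0.1614 against 0.0524). It was smaller there for CDK17 (0.1174 against 0.2826). The median absolute log2 fold change of the genes tested in both was also nearly equal, at 0.186 in phGC and 0.189 in poGC. A larger spread of single genes in phGC remains possible and was not tested. The share of the 20 most counted genes differed by a gap of 0.17 percentage points between the poGC-KD and poGC-CT libraries, as it would if a few genes shifted the others. Leaving those 20 genes out gave 1616 DEGs in poGC, so that these genes are not themselves the extra DEGs. So few genes hold too few DEGs for this to settle whether they shifted the others. A shift by a few genes would act through the scaling of the libraries. With upper-quartile normalization the median log2 fold change of all genes in poGC moved by -0.02 and 1628 genes were DEGs, and with DESeq2 1577 were, against 1006 in phGC. Each of these scalings left more DEGs in poGC than in phGC, which argues against a few genes taking most of the counts as the cause. All scalings used here limit the weight of a few abundant genes, so that they cannot exclude it.

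The 8 libraries of a comparison were also split in other ways, among the 8 splits that part as many same-numbered pairs as the real one. The other splits of the 35 leave some pairs together. With 8 splits the share is never under 0.125, whatever the data. As many DEGs, genes past the adjusted p-value, reported targets and qRT-PCR genes came from 1 of 8 splits, the real split, in each cell type. For the qRT-PCR genes this is no test of chance, since the paper presents them as DEGs of the real split. A camera p as small came from 1 of 8 for the 5 lists on cell division, the theca and the endothelial markers in poGC and the interferon-stimulated genes in phGC. It came from 2 of 8 for p53, ECM-receptor and interferon-stimulated genes in poGC, and for p53, Jak-STAT, theca and endothelial genes in phGC. It came from 4 of 8 for focal adhesion, cytokine and Jak-STAT genes in poGC and for mitotic division and ECM-receptor genes in phGC. In phGC it came from 5 of 8 for the kinetochore and cytokine genes, 6 of 8 for focal adhesion, 7 of 8 for the cell cycle and 8 of 8 for DNA replication and the MCM family. Over all 35 splits, the real split alone gave as large a result (a share of 0.0286) wherever 1 of 8 is given above. Any other split of the 35 gave at most 230 DEGs in poGC and 366 in phGC, and at most 3 and 4 genes past the adjusted p-value. For the shared DEGs, 1 of 64 combinations of splits, the real one, gave as many. The real splits also had by far the most DEGs in each cell type, and longer lists share more genes. The number of shared DEGs therefore adds nothing here beyond the numbers of DEGs themselves.

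Of the 372 shared DEGs, 94.4% changed in the same direction in both cell types. Loss of FOXL2 and another effect of the siRNA shared by all cells would both give this, so that the pattern cannot be told apart from such an effect.

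Theca and smooth muscle markers fell in poGC-KD, with a median of -0.24, and had a median of -0.265 in phGC (camera adjusted p = 0.0251 and 0.328, limma). In poGC, 20 of 25 genes were lower, and 10 of the DEGs fell while 4 rose. In phGC, 18 of 26 genes were lower, and 6 of the DEGs fell while 1 rose. Fewer theca or smooth muscle cells in the KD cultures would lower the list in both cell types, as would regulation by FOXL2, and the pattern cannot be told apart from the former. The mean log2 CPM of the endothelial and blood markers was also lower after knockdown in both cell types, with differences of -0.294 in poGC and -0.234 in phGC (exact permutation p = 0.0286 each). That of the granulosa markers changed by 0.213 in phGC (exact permutation p = 0.0286) and by -0.018 in poGC (exact permutation p = 0.571).

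Of the 40 tested entries of S2 File, where ACKR4 is listed for each cell type, 26 moved opposite ways on knockdown and on the paper's overexpression and 14 moved the same way. Effects of transfection or of the siRNA other than loss of FOXL2 are not excluded for these 14.

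The interferon-stimulated genes were on average lower after knockdown in both cell types. The mean log2 CPM of the list changed by -0.225 in poGC and -0.303 in phGC (exact permutation p = 0.0286 each). The list passed camera in neither (adjusted p = 0.223 in poGC and 0.303 in phGC, limma), with 34 of 37 and 23 of 30 genes lower. A response to double-stranded RNA that differed between the siRNAs could give these falls. A biological effect of FOXL2 on these genes cannot be told apart from it.

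In the rows of S1 File that were read here, 227 genes of comp. poGC rose and 197 fell, or 53.5% up, where the paper's numbers give 46.7%. If these rows were a random part of the paper's DEGs, as many rises would have a hypergeometric p of 0.000358 under the stated numbers and of 0.962 with rises and falls exchanged. The rows may not be a random part, as the paper describes S1 File as holding DEGs of its GO and KEGG analyses. Among the hand-made lists, all 45 mitotic division DEGs of poGC rose, while focal adhesion had 13 rises and 16 falls. A selection by enriched terms could therefore also give more rises, and the rows cannot tell it from an exchange of both numbers. Apart from these rows, DESeq2's prior on fold changes came close to the paper's poGC values in S2 File. It gave 691 rises and 619 falls in poGC, against the paper's 611 and 698, which is nearer to the exchanged numbers. Upper-quartile normalization gave more falls (806 up, 822 down), so that an exchange remains open. Of 421 rows with a single name, 421 had the same counts in 8 libraries as used here. All of them that were tested were DEGs here in the direction of S1 File.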
